# Replication dynamics of recombination-dependent replication forks

**DOI:** 10.1038/s41467-021-21198-0

**Published:** 2021-02-10

**Authors:** Karel Naiman, Eduard Campillo-Funollet, Adam T. Watson, Alice Budden, Izumi Miyabe, Antony M. Carr

**Keywords:** Communication and replication, DNA replication

## Abstract

Replication forks restarted by homologous recombination are error prone and replicate both strands semi-conservatively using Pol δ. Here, we use polymerase usage sequencing to visualize in vivo replication dynamics of HR-restarted forks at an *S. pombe* replication barrier, *RTS1*, and model replication by Monte Carlo simulation. We show that HR-restarted forks synthesise both strands with Pol δ for up to 30 kb without maturing to a δ/ε configuration and that Pol α is not used significantly on either strand, suggesting the lagging strand template remains as a gap that is filled in by Pol δ later. We further demonstrate that HR-restarted forks progress uninterrupted through a fork barrier that arrests canonical forks. Finally, by manipulating lagging strand resection during HR-restart by deleting *pku70*, we show that the leading strand initiates replication at the same position, signifying the stability of the 3′ single strand in the context of increased resection.

## Abstract (web summary)

Replication forks that are stalled at obstacles on the DNA template can be restarted by homologous recombination. Here, the authors show replication dynamics during homologous recombination-dependent replication fork restart by combining polymerase usage sequencing and a Monte Carlo mathematical model.

## Introduction

Each human cell has to correctly copy ~6.5 billion bps when it divides. DNA replication is impressively accurate such that each cell division produces only a handful of errors^1^. However, numerous internal and external factors can impact on replication fidelity and cancer development is associated with increased intrinsic replication stress^2^^.^ A number of other diseases including neurological, neurodegenerative and neuromuscular disorders (e.g. Friedreich’s ataxia, myotonic dystrophy, spinocerebrallar ataxias, fragile X syndrome and Huntington’s disease) are caused by replication-dependent slippage triggering nucleotide repeats instability^3^.

Replication forks (RFs) are disrupted by different obstacles^4^^,^ including DNA-bound proteins, DNA damage, structure forming sequences (i.e. G-quadruplexes, i-motifs, inverted repeats, trinucleotide repeats) and DNA/RNA hybrids. An RF encountering such a barrier might be resolved by one of the following three strategies: (i) activation of the intra-S-phase checkpoint to stabilise the arrested RF. This preserves the replisome and the fork structure to protect the DNA from inappropriate modification. A stabilised RF can resume replication when the blockage is resolved, for example by the activity of DNA repair or accessory helicases. Alternatively, a stabilised fork can be resolved by an incoming replication fork (termination). However, not all arrested forks expose sufficient single-stranded DNA to activate the intra-S phase checkpoint and such are said to collapse. (ii) A collapsed fork can also be rescued by a converging RF. This strategy is efficient due to an excess of potential replication origins (dormant origins) that can be activated upon replication stress^5^. However, some fragile sites have a paucity of origin activity over megabase distances^6^. These regions are particularly sensitive to replication problems, likely because two converging forks that are forced to travel long distances are more likely to both collapse and there are no dormant origins present in the intervening region. (iii) To overcome the consequences of two converging forks collapsing, or the collapse of single forks in regions of unidirectional replication such as telomeres, cells have developed mechanisms to restart a collapsed RF by homologous recombination (HR)^7^.

The major pathway of HR-mediated fork restart requires Rad51 and the classical HR mediators. Restart can occur from a one-ended DNA double strand break (DSB), such as would occur if the RF encounters a nick^8^, or from a resected replication fork, likely following fork reversal that generates a 4-way DNA junction known as a chicken-foot^9^. To explore the latter mechanism of HR-restart of collapsed RFs we developed a model system in fission yeast using a unidirectional replication fork barrier, *RTS1*. Using this system, we and others have demonstrated that HR-dependent restart occurs rapidly (~18 min^10^), does not require a DSB intermediate^11^ and likely involves an initial fork reversal step that allows regulation of resection via Ku binding and subsequent displacement by the Mre11-Rad50-Nbs1 complex^12^. We and others have also shown that the restart of arrested forks is associated with various types of genetic instability: ectopic recombination events can restart the fork at the wrong locus causing rearrangements such as translocations^11^, while forks restarted at the correct locus are intrinsically more error prone than a canonical fork. The errors intrinsic to the restarted replication machine include increased replication slippage^13^, recombination between direct repeats^14^ and the coupled formation of dicentric and acentric isochromosomes at inverted repeats^15^. The increase in error frequency implies that HR-restarted RFs are different from the canonical RF. Indeed, we found that, unlike canonical replication (where polymerase Pol ε synthesises the leading strand and Pol δ the lagging strand), both the leading and lagging strands are synthesised by Pol δ despite the fact that replication remains semi-conservative^10^ and does not therefore progress as a migrating D-loop as is seen during break-induced replication^16^.

One limitation of current assays to characterise fork restart at *RTS1* is the inability to track replication dynamics around the site of the restarted fork. Thus, many conclusions are drawn from assays that measure ectopic recombination, the mutagenic potential of the restarted RF or which quantify specific DNA structures using 2D gels. Here we combine polymerase usage sequencing (Pu-seq^17^) with a Monte Carlo model of *S. pombe* DNA replication^18^ to complement these assays. Pu-seq relies on mutant replicative polymerases that introduce an increased frequency of ribonucleotides during DNA synthesis^19^. By mapping the strand-specific location of ribonucleotides across the genome and comparing the profiles of strains mutated in the different replicative polymerases, Pu-seq tracks polymerase usage across the genome. Pu-seq thus allows the direct visualisation of restart in vivo and is complementary to the above mentioned indirect indicators such as mutagenic outcomes. By modelling Pu-seq derived replication dynamics and comparing this with experimental data we are able to gain significant insights into the process of HR-dependent replication restart.

Consistent with our previous work^10^, we confirm that Pol δ synthesises both the leading and lagging strands (referred to as δ/δ configuration) and demonstrate that the HR-restarted replication machine does not mature into an ε/δ configuration over ~30 kb, but continues in the δ/δ configuration until it is terminated upon encountering a converging fork. We also provide direct evidence that Pol α does not participate significantly in the DNA synthesis mediated by the HR-restarted RF. This suggests that the lagging strand template remains as a gap that is filled-in following fork merger.

During fork restart the lagging strand is degraded and, following Rad51-dependent strand invasion, the leading strand acts as the template to initiate replication. To explore the stability of the leading stand we manipulated the timing of restart and the extent of resection behind the fork arrested at *RTS1* by deleting *pku70*^12^. We confirm that extending resection of the lagging strand impacts on the timing of HR-restart but does not influence site of HR-restarted fork initiation. This suggests that leading strand 3′ end stability is not influenced by Ku or 5′ end resection.

## Results

Replication forks are efficiently arrested at *RTS1*, a programmed unidirectional replication fork barrier of ~850 bp DNA derived from the mating type locus of fission yeast^20^. *RTS1* itself is not intrinsically difficult to replicate and is only active as a fork barrier when bound by Rtf1. 

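Pu-seq maps the ribonucleotides that a mutant polymerase leaves in the strand it synthesises, in cells that cannot excise them. Each experiment paired a library from a Pol δ mutant strain with a library from a Pol ε mutant strain. The authors cleaved the DNA at the ribonucleotides with alkali, sequenced the fragments, aligned the reads with Bowtie2 and deposited the counts per 300-bp bin on each strand, without normalization, on a genome that contains the inserted construct, apart from those of the ChrI array, whose chromosome lengths are unmodified. The 36 libraries had between 3304406 and 84420592 counts, with a median of 13633601. Here the counts of each library were divided by its total, and the usage of each polymerase on a strand was taken as its scaled count divided by the sum of both scaled counts. One library per strain and polymerase was used, so values for single strains have no replicate error, and their 95% intervals cover counting error only. For the comparison of insertion sites, the *RTS1* strains had *rnh201-d* and active *rtf1*. The control was the *rnh201-d* pair without *rtf1* at the final ChrII locus, whose ChrI sites are unmodified. Pol δ usage averaged over both strands was compared with this control, since a canonical fork uses Pol δ on a single strand and leaves that average unchanged. Both libraries of the *tel2* site, whose listed genotype carries a deletion of *rtf1*, had counts over *rtf1* at 0.926 and 0.958 of the flanking level.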

To maximise the distance that a restarted fork travels we tested four locations, introducing the *RTS1* sequence immediately adjacent to an efficient early firing origin that boarders a transition zone between early and late replicating regions^17^ and performed Pu-seq on each in the presence of *RTS1* barrier activity (Supplementary Fig. 1). From the resulting Pu-seq traces we chose a locus on chromosome II, which showed the highest extent of HR-restarted replication over distance. 

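The *RTS1* construct lay on chromosome 2 of the reference ASM294v3 between 851805 and 851806 at the *spo9* locus, and on chromosome 1 between 3325162 and 3325190 at the *mns1* locus, between 4733994 and 4734015 at the *tel2* locus and between 5230932 and 5230933 at the *mek1* locus. From 600 bp to 10 kb past *RTS1*, in the direction of the arrested fork, Pol δ usage averaged over both strands exceeded the control by 15.8 percentage points (95% interval 14.9 to 16.8, from 1000 Poisson resamples of the counts) at the *spo9* locus. The excess was 13.2 points (12.3 to 14.1) at *mns1*, 8.56 points (7.72 to 9.42) at *mek1* and 8.23 points (7.21 to 9.18) at *tel2*. The intervals of the last pair of sites overlap, and they lie apart from those of *spo9* and *mns1*. In equal windows of the genome outside the ChrII locus and more than 60000 bp from the site, 0 of 1321 had as large an excess as the *spo9* locus in the same pair, against 3 of 1314 for *mns1*, 10 of 1314 for *tel2* and 14 of 1315 for *mek1*. Between 10 and 20 kb the excess was 9.11 points at *spo9*, 7.60 at *mns1*, 4.55 at *mek1* and 3.57 at *tel2*. At each site the excess compares the whole inserted construct, which the paper names RTS1-ura-2/3ter, and not *RTS1* alone. At *spo9* this stretch also holds the 10xrRFB array of the control, which adds to the difference compared from there on. In windows of 3000 bp, the excess first fell into the central 95% of genome windows at 21.0 kb for *spo9*, 16.8 kb for *mns1*, 10.5 kb for *tel2* and 5.4 kb for *mek1*. Further out it rose above the same threshold again at each site but *mns1*. It was 7.20 points at 25.5 kb for *spo9* (threshold 6.58), 5.76 at 22.5 kb for *tel2* (4.92) and 7.63 at 22.5 kb for *mek1* (6.69). The distance depends on this threshold, and with the central 99% of genome windows, a limit chosen after the data were seen, it was longest at *mns1* with 13.8 kb against 11.1 kb at *spo9*. Leading-strand Pol ε usage over the first 10 kb was 30.1% at *spo9*, against 95.8% in the control. It was 25.3% against 81.2% at *mns1*, 31.6% against 82.2% at *tel2* and 23.1% against 81.4% at *mek1*. Before the barrier it was already lower than the control at *spo9*, with 78.7% against 95.9%, but not at *mns1* (88.5% against 84.6%), *tel2* (81.8% against 80.1%) or *mek1* (83.7% against 82.0%). From these traces, the paper chose the ChrII locus as the one where restarted replication extended furthest.

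**Figure D1:**
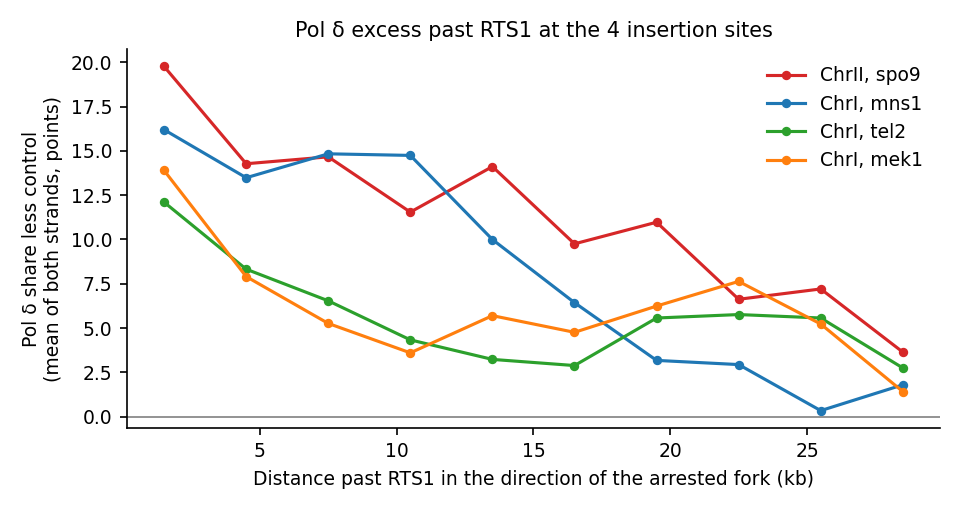
Pol δ usage averaged over both strands less the control, in percentage points, against the distance past *RTS1* in kb in windows of 3000 bp, with one line per insertion site. The *spo9* line starts at 19.8 points and stays at or above 9.75 points up to 19.5 kb, where the *mns1* line has fallen to 3.17 points.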

At this locus (Fig. 1a), when the left-to-right RF emerges from the early origin and reaches *RTS1*, it is arrested and subsequently restarted by HR. 

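The insertion lies between the protein-coding genes *clr6* (SPBC36.05C), 329 bp to its left, and *spo9* (SPBC36.06C), 2 bp to its right. Both are annotated on the minus strand, so it lies before the start of *clr6* and past the end of *spo9*. The sequence on its left, from 851776 to 851805, is TAATCTAAATCTTGCTTAGTTTCCCAAGTA, and that on its right, from 851806 to 851835, is GAGTAATGTATCAACCAGATAATCATTAAA. The native *RTS1* is 841 bp long by the sequence match used here, between 2113054 and 2113894 on the same chromosome, beside the mating-type genes. The deposited coordinates run on genomes with the construct, and comparison of the count profiles with the reference placed 2780 added bases at the insertion in the *RTS1-rRFB* strains.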

During this time, the distant (~30 kb away) late origin is activated, but the difference in timing of origin activation and the time taken for fork movement means that the converging right-to-left moving fork does not reach the *RTS1* sequence and the HR-restarted RF travels left-to-right for ~5–15 kb, until it terminates with the convergent right-left fork.

**Fig. 1:**
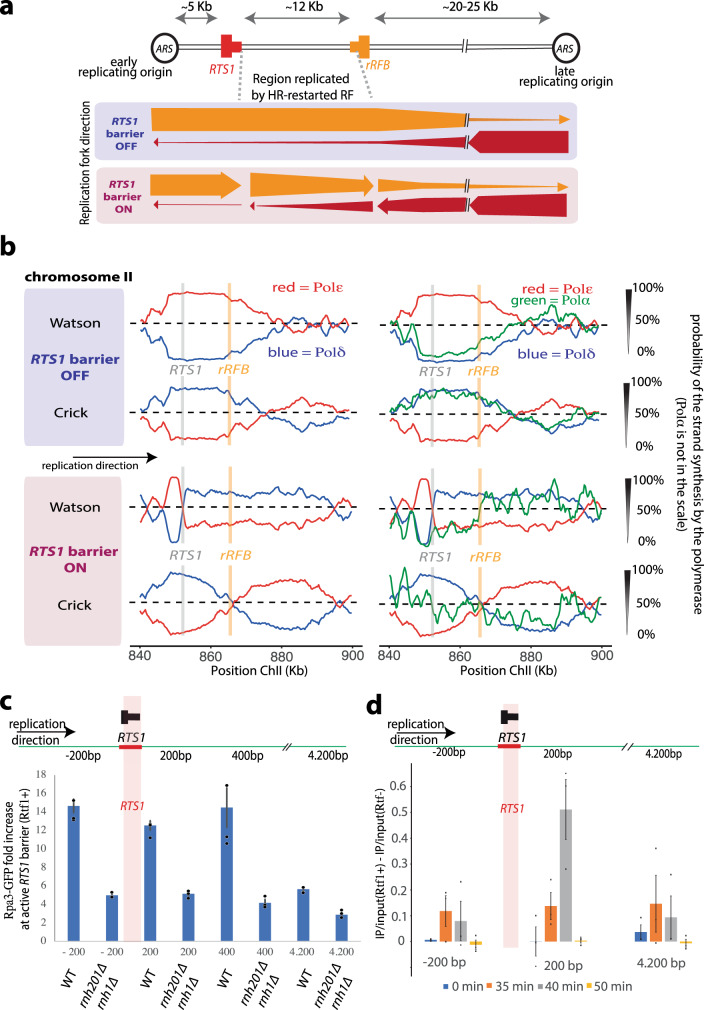
Polymerase usage following HR-restart. **a** Schematic of the *RTS1-rRFB* locus on chromosome II. The positions of the directional *RTS1* and rRFB barriers are shown as red and orange, respectively. The thick bar represents the directionality of fork arrest. ARS autonomously replicating sequence. The direction (see panel **b**) of unperturbed and perturbed replication at this locus is indicated by the thickness of arrows underneath. **b** Pu-seq traces of the ChrII locus. Top two traces: *RTS1* barrier activity off (*rtf1-d*). Bottom two traces: *RTS1* barrier activity on (*rtf1*^+^). Left: the usage of Pol δ (blue) and Pol ε (red) are shown on the Watson and Crick strands. Note the switch from Pol ε to Pol δ on the Watson strand at the *RTS1* site is indicative of a change in polymerase usage on the leading strand when *RTS1* barrier activity is on. Right: The same traces overlaid with data for Pol α (green). Pol α data is not to scale, see Methods section. **c** Chromatin immunoprecipitation of Rpa3-GFP at the indicated positions (relative to base 1 of the *RTS1* sequence) in unsynchronised cells with either *rnh1*^+^ *rnh201*^+^ (WT) or *rnh1-d rnh201-d* backgrounds. Data presented are relative to the *ade6*^+^ control locus. *n* = 3 biological repeats. Error bars: standard deviation of the mean. **d** Chromatin immunoprecipitation using the S9.6 antibody in wild-type cells synchronised in G2 and released into S phase. *n* = 3 biological repeats. Error bars: standard deviation of the mean.

To further delay the converging fork, we next inserted 10x copies of the Ter2-Ter3 sequence^21^ from the *S. pombe* ribosomal DNA replication fork barrier (rRFB) 12 kb downstream of *RTS1*, between *RTS1* and the late firing origin (Fig. 1a). 

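The 10xrRFB array was placed at 862457, inside SPBC36.11 and 35 bp past the end of *ups2* (SPBC36.10), which leaves 9451 bp of native sequence between the barriers once 600 bp beside each insertion is left out. The count profiles placed 920 added bases at this site. For the main experiment, the *rnh201-d* strains carried this *RTS1-rRFB* construct with *rtf1* (barrier on) or with *rtf1* deleted (barrier off), and 1 library per polymerase was used for each. The barrier-off pair had 14268627 Pol δ and 12674156 Pol ε counts. The barrier-on pair had 11419114 and 12581298. In libraries from strains with *RTS1* and *rtf1*, counts over *rtf1* were between 0.724 and 0.997 of the flanking level, and in libraries from strains without it they were between 0.028 and 0.267. The highest of the latter, 0.267, was the barrier-off Pol δ library of this experiment.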

At the rRFB barrier, RFs do not collapse^22^, likely because the rRFB-binding proteins activate the fork protection complex^23^, and the RF is only transiently paused and does not undergo HR restart. 

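The 10xrRFB array without *RTS1* was inserted at the *mns1* site in *rnh201-d* strains, whose Pol δ library had 9649817 counts and Pol ε library 84420592. The fork direction was taken as the mean of Pol ε usage on the Watson strand and Pol δ usage on the Crick strand, since rightward canonical forks put these polymerases there. The barrier-off *RTS1-rRFB* pair, whose *mns1* site is unmodified, served as the comparison. Counts over *rtf1* were at 0.698 of the flanking level in the Pol δ library and at 0.819 in the Pol ε library, although the strain of the latter is listed with *rtf1* deleted.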

To establish the extent of the delay caused by the rDNA barrier, we first inserted the 10x Ter2-Ter3 close to a strong origin (on ChrI) and used Pu-seq to monitor fork direction across the locus. We then implemented a recently described Monte Carlo model of *S. pombe* DNA replication^18^ that we have modified to account for programmed replication barriers (see Materials and Methods section). Using this programme, we modelled various delay scenarios. 

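From 600 bp to 10 kb to the right of the array, 69.7% of replication was rightward (95% interval 69.1 to 70.3), against 84.3% (83.7 to 84.8) at the unmodified site. The difference was -14.5 points (95% interval -15.3 to -13.7), and 0 of 1314 equal windows of the genome more than 60000 bp from the site differed as far in that direction between the same pairs, where the central 95% ran from -6.03 to 6.47 points. Within that distance the difference was larger at 28.5 kb to the right than beside the array, with 30.2% against 64.4%. Left of the site, 54.1% of replication was rightward with the array and 37.2% without it, so the profiles of these strains also differed on that side. Pol δ usage averaged over both strands right of the array was 46.5%, against 53.1% at the unmodified site, and left of it 37.15% against 46.15%, so the lower usage is not particular to the side past the array. Leaving out bins with counts far from the median moved the difference in direction most, to -12.8 points.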

The best match to the experimental data was ~6-min delay for the rRFB construct (Supplementary Fig. 2).

Using our optimised construct for Pu-seq we observe that the majority of the 12 kb between the *RTS1* and rRFB is replicated by the HR-restarted fork when the barrier is active (Fig. 1a, b). 

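With the barrier off, Pol ε usage on the Watson strand between *RTS1* and the rRFB was 95.8% (95% Wilson interval 95.4 to 96.1, from 459 Pol δ and 9250 Pol ε counts), and with the barrier on it was 27.8% (26.8 to 28.9, from 5095 and 2166 counts). On the Crick strand, Pol ε usage was 7.32% (6.74 to 7.95) with the barrier off and 25.5% (24.2 to 26.8) with the barrier on. To the left of *RTS1*, over 2400 bp, Pol ε usage on the Watson strand was 95.9% with the barrier off and 93.6% with it on. Averaged over both strands, Pol δ usage between the barriers was 24.9 points (24.1 to 25.9) higher with the barrier on, and 0 of 1328 equal windows across the genome rose as far between the same pairs, where the largest rise was 6.48 points. Beyond the rRFB, Pol ε usage on the Crick strand rose from 38.7% with the barrier off to 69.6% with it on. From these traces, the paper states that most of the sequence between the barriers is replicated by the restarted fork.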

In previous work using qPCR immediately upstream and downstream of the RTS sequence we have estimated the delay time at the *RTS1* barrier to be ~18 min^10^. By applying our modified model, we show that the best fit for the experimental data is a delay at *RTS1* of 11 min (Supplementary Fig. 3). It should be noted, however, that we assume in the model that replication speed following restart is equivalent to canonical replication (we used 1.8 kb/minute). 

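The termination position was measured as the first point right of *RTS1* where Pol ε usage on the Crick strand, smoothed over 11 bins, passed 50%. It lay 9596 bp right of the rRFB with the barrier off (95% interval 8880 to 10302, from resampled counts) and 1290 bp right of it with the barrier on (978 to 1487). The shift of -8306 bp (-9121 to -7520) was larger than that of each of the 350 other termination zones matched between the same pairs, whose central 95% ran from -2541 to 1538 bp. In a test on simulated counts with zones moved by 3000 bp, the median shift recovered over 356 zones was 2989 bp. The replication model was not run here, so no delay in minutes was derived from these positions.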

If this assumption was incorrect, the optimal delay time would change. For example, if we model HR restarted fork speed at 3 kb, the optimal delay time from the model is 17.5 min; see discussion.

### Polymerase alpha usage during HR-restarted replication

In our original description of Pu-seq^17^ we used two strains for each experiment: one containing a mutation in the gene encoding the catalytic subunit of Pol δ (*cdc6-L591G* or *cdc6-L591M*) and one containing an equivalent mutation in the gene encoding the catalytic subunit of Pol ε (*cdc20-M630F*). To monitor the contribution of polymerase α, we included an additional strain containing an equivalent mutation in the gene encoding the catalytic subunit of Pol α (*swi7-L850F*). 

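Pol α libraries from *pku70*+ strains with the *RTS1-rRFB* construct were used with the barrier off and on, in *rnh201-d* and in *rnh201-RED*, which gives 4 libraries with between 8820281 and 22231326 counts. Counts over a deleted gene check the strain labels. The *rnh201-d* barrier-off library labelled *pku70*+ had counts over *pku70* at 0.00205 of the flanking level, whereas the other 27 libraries labelled *pku70*+ were between 0.808 and 1.16. It is called the library labelled *pku70*+ here, and the directions drawn for *rnh201-d* rest on it. Pol α usage was compared as counts per library total and not as a share, since the relative incorporation rates of the polymerases are unknown.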

Previously we suggested that Pol α contributed less to replication of the lagging strand by HR-restarted forks than for canonical forks because Pol α dependent mutagenesis was reduced ~6-fold when forks were replicated by HR-restarted replication^10^. 

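Between *RTS1* and the rRFB, the Crick strand held 8714 Pol α counts in the *rnh201-d* barrier-off library labelled *pku70*+ and 1235 in the *rnh201-d* barrier-on library. Per library total, this is a ratio of 0.196, a log2 change of -2.35 (95% interval -2.44 to -2.27 from 1000 Poisson resamples). In *rnh201-RED* the counts were 13840 and 2547, a ratio of 0.236 and a log2 change of -2.08 (-2.15 to -2.02). In neither background did any of 2642 equal windows of either strand across the genome fall as far. The central 95% of these windows ran from -0.53 to 0.43 in *rnh201-d* and from -0.27 to 0.28 in *rnh201-RED*. On the Watson strand, Pol α counts rose by 0.52 on the log2 scale in *rnh201-d* and by 1.67 in *rnh201-RED*. Crick counts also fell to the left of *RTS1*, where they were 62.3 CPM per kb with the barrier off and 38.5 with it on in *rnh201-d*, and 61.8 and 33.9 in *rnh201-RED*. Taken relative to that stretch, the log2 changes were -1.65 and -1.22. The alternative that moved them most was the Crick share of both strands, with log2 changes of -0.73 and -0.85.

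**Figure D2:**
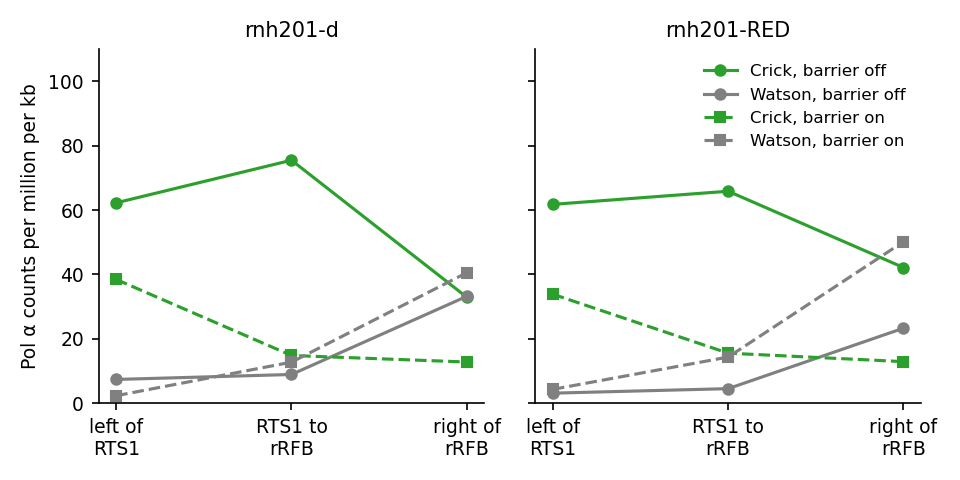
Pol α counts, as CPM per kb, to the left of *RTS1*, between *RTS1* and the rRFB and to the right of the rRFB, for *rnh201-d* (left) and *rnh201-RED* (right). Between the barriers the Crick strand (green) falls from 75.5 to 14.8 in *rnh201-d*, where the barrier-off library is the one labelled *pku70*+, and from 65.9 to 15.5 in *rnh201-RED*.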

From the Pu-seq traces (Fig. 1b; also see Supplementary Fig. 4) we now confirm and extend this: Pol α usage is significantly reduced during synthesis of the lagging strand when replication is performed by an HR-restarted fork.

This observation is consistent with a model whereby the HR-restarted fork synthesises the complete leading strand without coupled Okazaki fragment synthesis on the lagging strand. 

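A test over the genome used edgeR's quasi-likelihood test with TMM normalization on Pol α counts in 8380 windows of 3000 bp, with the *rnh201* allele as a covariate and 2 libraries against 2. The adjusted p was below 0.05, after Benjamini-Hochberg adjustment, in 10 windows, of which 9 lay at the ChrII locus on the Crick strand and fell with the barrier on. The window from 861001 to 864000, in the coordinates of the construct genome, had a log2 change of -2.32 (standard error 0.21, adjusted p = 2.8e-05 by edgeR). The remaining window covers *rtf1* (SPAC22F8.07C), which the barrier-off strains lack, and rose by 1.81. Without TMM normalization 39 windows passed, of which 13 lay at the locus and 26 outside it. With DESeq2 11 of 12 lay at the locus. How far the calls are confined to the locus thus depends on the scaling. The Pol α counts do not separate the barrier from *pku70* in *rnh201-d*, where the barrier-off library is the one labelled *pku70*+. From the fall on the Crick strand, the paper proposes that the restarted fork synthesises the leading strand without coupled Okazaki fragments.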

Presumably, upon termination, what would be the lagging strand is then replicated by Pol δ from the 3′ end derived from the converging forks leading strand. This would result in RPA-bound ssDNA accumulating significantly in the region and the possibility that RNA:DNA hybrids may also accumulate^24^. To establish if this was the case, we examined the accumulation of RPA by ChIP at several sites around the locus in asynchronous *rtf1*^+^ cells (~10% of which will be in S phase; Fig. 1c). We observed significant RPA accumulation at that part of the locus replicated by an HR-restarted fork when normalised against a locus (*ade6*) that was replicated by canonical forks. This was attenuated in an *rnh201-d rnh1-d* double mutant background, suggesting competition between RPA and RNA:DNA hybrids, as previously reported at resected double strand breaks^24^. Using an antibody with specificity to RNA:DNA hybrids we also saw evidence for the accumulation of RNA:DNA hybrids in S phase (Fig. 1d).

### HR-restarted forks do not mature to an ε/δ configuration

We had previously reported that HR-dependent replication is semi-conservative and proceeds in a manner by which Pol δ synthesises both the leading and lagging strand (δ/δ configuration). We did not see any evidence that HR-dependent replication reverted to a more canonical ε/δ configuration over 2–3 kb^10^. The data in Fig. 1b extend this: the fact that there is no increased Pol ε usage between the *RTS1* and rRFB sites (~12 kb) on the leading (Watson) strand implies there is no maturation of the HR-restarted replication machine to the canonical distribution of polymerase labour.

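The stretch between the barriers was divided into equal parts, and Pol ε usage on the Watson strand was compared between the part nearest *RTS1* and the part nearest the rRFB with the barrier on. In this *rnh201-d* pair it was 29.1% (95% interval 26.7 to 31.3) near *RTS1* and 27.6% (26.0 to 29.3) near the rRFB, a difference of -1.54 points (-4.38 to 1.59), which is not detectable at this depth. Over the 4 *RTS1-rRFB* backgrounds (*rnh201-d* or *rnh201-RED*, labelled *pku70*+ or *pku70-d*), Pol ε usage was 27.0% ± 4.79 (SD, n = 4) near *RTS1* and 25.4% ± 5.12 (SD, n = 4) near the rRFB, and the difference of -1.61 ± 1.75 points (SD, n = 4) was smaller than its spread. Without bins whose counts lie far from the median, this mean difference changed sign to 1.37 points, within that spread of 0. On the Crick strand, which converging forks replicate with Pol ε, usage rose along the same parts from 16.6% to 27.4% and 39.6% in the *rnh201-d* pair. From the lack of a rise on the Watson strand, the paper concludes that the restarted machinery does not mature to the canonical division of labour.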

To explore this further we designed an additional construct where a second *RTS1* sequence was integrated in the opposing orientation to the first, and close to the late origin (Fig. 2a). This second *RTS1* sequence was intended to arrest the right-to-left fork emerging from the late origin and promote its HR-restart. 

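The strains with inverted *RTS1* copies had adh-*rtf1*+ and *rnh201-RED*, and the second copy lies at 876159 on chromosome 2 between *pwp2* (SPBC713.04C) and *wdr83* (SPBC713.05). The Pol δ library had 13723130 counts and the Pol ε library 15516205. The library titles and the strain genotypes listed for this pair name opposite polymerases. The titles were followed, and the correlation of strand bias with the other libraries of each polymerase over 4169 windows checked them. The library titled Pol δ correlated at 0.915 with Pol δ and -0.636 with Pol ε libraries, and the library titled Pol ε at -0.796 and 0.956.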

The rationale was to isolate an origin-free region of ~30 kb and force this to be replicated by HR-restarted forks. If HR-restarted forks do transition from δ/δ configuration to ε/δ, then we would predict significant evidence of Pol ε usage in the Pu-seq traces. As is evident (Fig. 2b) we see no significant Pol ε usage on either strand across >30 kb, commensurate with HR-restarted forks replicating consistently in the δ/δ configuration. It is notable that no significant dormant origin firing is evident in the region between the two *RTS1* sequences. Thus, without HR-mediated fork restart, this region would remain unreplicated, suggesting that this mechanism has evolved specifically to rescue replication when dormant origins are not available.

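Between the *RTS1* copies, over 23153 bp of native sequence, Pol ε usage was 14.8% (95% Wilson interval 14.5 to 15.2, from 26795 Pol δ and 5271 Pol ε counts) on the Watson strand and 9.23% (8.93 to 9.55, from 26805 and 3083 counts) on the Crick strand. Over the same stretch without either barrier active, in the *rnh201-RED* *pku70*+ barrier-off pair, it was 80.7% and 35.1%. In the other *RTS1-rRFB* barrier-off pairs it was between 78.9% and 83.4% on the Watson strand. On the Crick strand it was lower there, between 25.2% and 26.1%. All of these pairs carry the rRFB array inside this stretch. The 5th percentile of Pol ε usage over windows of the genome in the inverted pair was 16.8%, so usage on both strands lay below it, though above the 3.95% (3.35 to 4.66) of the Crick strand to the left of the copies. Outside the copies, Pol ε usage was 68.3% on the Watson strand to the left and 67.7% on the Crick strand to the right. With the polymerase taken from the strain genotypes in place of the titles, the values between the copies become 85.2% and 90.8%. From the low Pol ε usage on both strands, the paper concludes that restarted forks keep the δ/δ configuration.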

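Divided into equal parts from left to right, Pol ε usage between the copies was 14.0% (95% interval 13.2 to 14.8), 13.6% (13.0 to 14.3) and 16.1% (15.5 to 16.6) on the Watson strand. On the Crick strand it was 11.4% (10.9 to 11.9), 8.96% (8.36 to 9.53) and 6.22% (5.76 to 6.70). The parts thus differ by more than the counting error on each strand, and no part rose above 16.1%.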

**Fig. 2:**
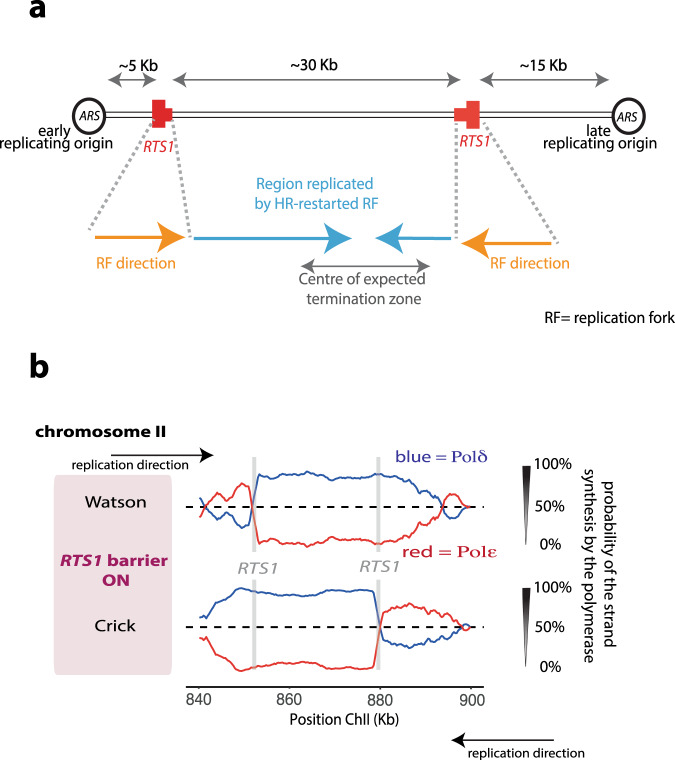
HR-restarted replication does not mature from the δ/δ to ε/δ configuration. **a** Schematic of the inverted *RTS1* locus on chromosome II. The positions of the directional *RTS1* barriers are shown in red, with the thick bar indicating the directionality of fork arrest. **b** Pu-seq traces from the modified locus when the barrier is active (adh-*rtf1*^+^). Note: the transition from Pol ε (red) to Pol δ (blue) on the Watson strand at the left-side *RTS1* site and the transition from Pol ε to Pol δ on the Crick strand at right-side *RTS1* site.

### HR-restarted forks are insensitive to *RTS1*

In previous work using 2D gels we estimated that replication arrest at *RTS1* was >90% efficient^11^. However, in the traces shown in Fig. 1b only ~70% of forks appeared to switch replication from an ε/δ to a δ/δ configuration. 

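The switch was measured as the percent of Watson Pol ε usage lost with the barrier on, from 600 bp to 10 kb right of *RTS1*. In the *rnh201-d* pairs it was 70.9% (95% interval 69.9 to 72.0). Between the same pairs, 0 of 1413 equal windows elsewhere lost as much, and the largest loss was 17.6%. The alternative that moved this value most was to count only Pol ε usage above the level on the Crick strand, which gave 76.8%.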

We reasoned that this may reflect the fact that, in these experiments, we are relying on endogenous *rtf1*^+^ levels while in previous work we regulated the expression of *rtf1*^+^ through use of an inducible *nmt1* promoter. To test the possibility that the level of *rtf1*^+^ transcription influences the efficiency of arrest at *RTS1*, we replaced the endogenous *rtf1*^+^ promoter with the *adh1*^+^ promotor (adh-*rtf1*^+^) and performed an additional Pu-seq experiment (Fig. 3a). 

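The adh-*rtf1*+ strains had *rnh201-d* and the *RTS1-rRFB* construct, with 29561971 Pol δ and 22040805 Pol ε counts. They were compared with the *rnh201-d* barrier-off pair used for *rtf1*+.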

When compared to *rtf1*^+^, the adh*-rtf1*^+^ traces indeed showed an increased transition from the ε/δ to the δ/δ configuration. 

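In adh-*rtf1*+, Pol ε usage on the Watson strand between the barriers was 13.3% (95% Wilson interval 12.8 to 13.8, from 19693 Pol δ and 2245 Pol ε counts), and 86.2% (85.6 to 86.7) of the usage seen with the barrier off was lost. Counts alone do not account for the gap to *rtf1*+, since the intervals lie apart, but there is 1 pair per genotype. Pol δ usage over both strands was 34.0 points (33.5 to 34.6) above the barrier-off pair. To the left of *RTS1*, Pol ε usage on the Watson strand was 88.6%. Near *RTS1* it was 12.2% past the barrier and near the rRFB 14.1%, a rise of 1.90 points (0.68 to 3.15) that exceeds the counting error. From the larger switch with adh-*rtf1*+ and its model's estimates of efficiency, the paper concludes that *RTS1* is a highly efficient barrier when Rtf1 is not limiting.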

Using our model of DNA replication, we estimated that the efficiency of *RTS1* barrier in arresting a canonical fork in the strain with endogenous *rtf1*^+^ reached ~70% but in adh*-rtf1*^+^, the blocking capacity of *RTS1* increased to 90% (Supplementary Fig. 5). We thus conclude that the *RTS1* barrier is indeed highly efficient when Rtf1 is not limiting.

**Fig. 3:**
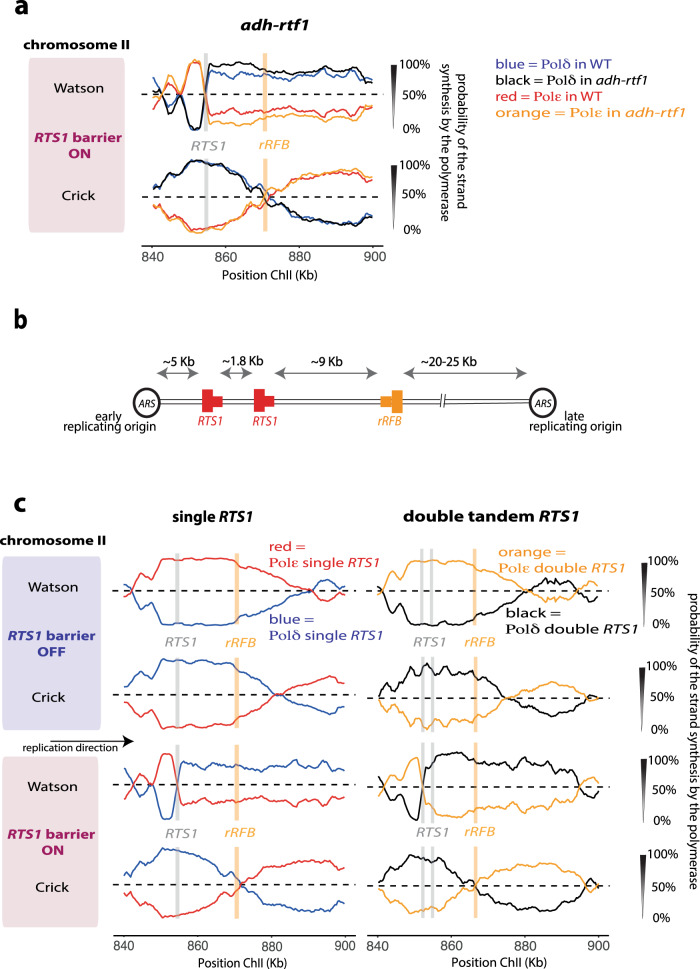
HR-restarted forks are insensitive to the *RTS1* barrier. **a** Pu-seq traces for the *RTS1-rRFB* locus are overlaid for two sets of strains: *rtf1*^+^ (WT), which has endogenous *rtf1* expression (Pol δ: blue, Pol: ε red) and adh-*rtf1*^+^, where expression is under control of the *adh1* promoter (Pol δ: black, Pol: ε orange). **b** Schematic of the tandem *RTS1-rRFB* locus on chromosome II. The positions of the directional *RTS1* and rRFB barriers are shown as red and orange, respectively with the thick bar indicating the directionality of fork arrest. ARS: autonomously replicating sequence. **c** Pu-seq traces for the tandem *RTS1-rRFB* locus which contains two copies of the *RTS1* barrier that are both orientated to arrest left-right forks (right) compared to the original *RTS1-rRFB* locus (left). Top: barrier off. Bottom: barrier on.

The fact that the *rtf1*^+^ experiment only arrests ~70% of forks prompted us to address a longstanding question: does the HR-restarted fork also get arrested at an *RTF1* barrier, or is it intrinsically resistant to this particular barrier? If the latter were the case, it would explain why the HR-restarted fork can overcome the initial barrier, which stopped the canonical fork. We therefore modified the locus to include a second copy of *RTS1* ~1.8 kb (Fig. 3b) downstream and performed additional Pu-seq experiments with and without the presence of *rtf1*^+^ (Fig. 3c). 

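The tandem strains had *rnh201-d*, *rtf1*+ and *ura4*+ between both *RTS1* copies, with 14153795 Pol δ and 10214102 Pol ε counts. The count profiles placed 3580 added bases at the insertion. Libraries of the tandem construct without *rtf1* are not analysed here, and the barrier-off pair of the single *RTS1* construct was used in their place. The native *ura4* on chromosome 3, from 115589 to 116625, is deleted, so that counts from 1200 to 2400 bp into the construct come from the *ura4*+ after the first *RTS1* alone.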

In the absence of fork arrest the traces of polymerase usage are as expected, with the vast majority of forks travelling left-right. 

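Inside *ura4*+, past the first *RTS1*, Pol ε usage on the Watson strand was 29.8% (95% interval 25.8 to 33.8) in the tandem strains, 26.3% (22.4 to 30.5) with a single *RTS1* and 94.97% (93.4 to 96.5) with the barrier off. By these values, 68.6% (64.3 to 72.9) of Pol ε usage was lost at the first *RTS1* of the tandem and 72.3% (68.2 to 76.8) at the single *RTS1*, a difference that is not detectable at this depth.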

In the presence of *rtf1*^+^, again as expected, ~70% of left-right forks arrest at the first *RTS1* sequence and restart in a δ/δ configuration. This is indicated by a sharp transition in Pol δ usage on the Watson strand at the first *RTS1* site. At the second *RTS1* sequence, the majority of the remaining 30% of canonical forks that were not arrested at the first *RTS1* barrier arrest and restart at the second *RTS1* site. This is indicated by the additional Pol δ usage inflection on the Watson strand at the second *RTS1* site.

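Past the second *RTS1*, Pol ε usage on the Watson strand up to the rRFB was 15.6% (95% Wilson interval 14.8 to 16.5, from 7888 Pol δ and 1055 Pol ε counts), and 83.7% (82.8 to 84.6) of the barrier-off usage was lost. This loss exceeds that inside *ura4*+ by more than the counting error, and it exceeds the loss over the same stretch with a single *RTS1* in the same way. With a single *RTS1* and *rtf1*+, the loss was 72.3% inside *ura4*+ and 70.9% past it. In adh-*rtf1*+, also with a single *RTS1*, it was 80.9% (78.1 to 83.5) inside and 86.2% (85.6 to 86.7) past it. A higher loss past *ura4*+ is thus not particular to strains with a second *RTS1*.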

We can thus evaluate if the 70% of HR-restarted forks that were arrested at the first barrier are significantly delayed as they pass through the second barrier by comparing the position of terminations (fork merger events). This can be seen from the position and gradient of Pol ε usage on the Crick strand. In this context Fig. 3c demonstrates two things: first, activating either one or two barriers significantly shifts the position of the termination events to the left, commensurate with a delay to left-right replication forks. Second, when the barrier(s) are active, termination positions and frequencies do not change significantly between the situations where there is either one or two barriers. Thus, we can conclude that the second *RTS1* barrier does not significantly delay the progress of HR-restarted replication forks. 

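With the tandem *RTS1*, the termination position was -170 bp from the rRFB (95% interval -2579 to 43), that is, to its left. The shift from the single *RTS1* to the tandem was -1459 bp (-3857 to -1084), and 37 of 359 other termination zones (10.3%) moved as far between the same pairs. Zones were placed in the coordinates of each construct genome, where the tandem adds 3580 bases at the insertion against 2780. Those right of it on chromosome 2 are thus displaced to the right. The share of zones therefore does not settle whether this shift exceeds the spread of positions between libraries. The shift was larger under each alternative set in advance. It was -4092 bp when smoothed over 5 bins (0 of 488 zones as far), -2101 bp over 21 bins (5.15% of zones) and -1804 bp with median-bin scaling (4.45%). Thresholds of 40% and 60% gave -4107 and -2110 bp (0.316% and 2.79%). The paper has the second *RTS1* arrest most canonical forks that passed the first, so this shift does not isolate restarted forks. From adh-*rtf1*+, with a loss of Pol ε usage of 86.2% against 83.7% in the tandem, the shift was -580 bp (64.1% of zones). It was -2042 bp over 21 bins (11%) and -1612 bp with median-bin scaling (19.1%). With 5 bins and thresholds of 40% and 60% it was -3991, -3170 and -3885 bp (0.694%, 4.79% and 2.79%). Pol ε usage on the Crick strand between the barriers was 33.5% in the tandem and 25.45% with a single *RTS1*, and to the left of *RTS1* it was 13.02% and 5.09%, so it was also higher there in the tandem. From the unchanged termination, the paper concludes that the second *RTS1* does not delay restarted forks.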

Again, we can apply our model to the scenario, applying different delays to forks restarted at the first barrier when they pass through the second barrier (Supplementary Fig. 6). The best fit to the experimental data is no delay of HR-restarted forks at the second barrier. We thus propose that HR-restarted forks are unaffected by the *RTS1* barrier.

### Altering upstream resection of the lagging strand

A role for Ku in restricting 5′ end resection behind *RTS1* arrested forks was recently reported^12^. In the absence of *pku70*, resection was increased by a factor of >2, to beyond 1800 bp and replication restart was modestly delayed. 

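For *pku70*, the *RTS1-rRFB* strains with the barrier off and on were compared in 4 backgrounds, *rnh201-d* and *rnh201-RED* each with *pku70*+ and *pku70-d*. The 16 Pol δ and Pol ε libraries had a median of 13516178 counts, and the deepest had 30967258. Since each background has 1 library per polymerase, the backgrounds stand in for replicates.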

To address the consequences of Ku loss on replication dynamics we introduced a *pku70* deletion mutation into our Pu-seq strains. We also modified the Pu-seq protocol by introducing a *rnh201-RED* mutation (RED; ribonuclease excision defective) instead of the *rnh201* deletion. RNase H2 can remove single ribose bases in DNA through initiating the ribonucleotide excision repair (RER) pathway^25^. It can also degrade DNA:RNA hybrids. Preventing RER is essential to the methodology of Pu-seq, but the loss of any DNA:RNA hybrid activity is not required and has the potential to impact on some aspects of replication. A separation of function mutation, *RNH2-RED* has been described and characterised in *S. cerevisiae*^26^. We created a mutated *rnh201* resulting in the equivalent change (Rnh201-P75D:Y245A) and characterised the strain genetically in *S. pombe* to demonstrate successful separation of function (Supplementary Fig. 7).

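Counts over the altered genes check these labels. *pku70* lies on chromosome 3 from 2117095 to 2119663. In the 4 *rnh201-RED* *pku70-d* libraries, its counts were between 0.00323 and 0.0154 of the flanking level. In the 4 libraries labelled *rnh201-d* *pku70-d*, they were between 0.919 and 1.01, at the level of *pku70*+ libraries, so the counts do not show a loss of the gene there. The genotype listed for these strains names a *leu2* marker at *pku70*, and whether the gene was interrupted or kept cannot be read from the counts. They are called the libraries labelled *rnh201-d* *pku70-d* throughout, and the directions drawn from them rest on the label. Over *rnh201*, on chromosome 1 from 2254496 to 2255856, the counts were between 0.883 and 1.09 in *rnh201-RED* and between 0.0973 and 0.348 in *rnh201-d* libraries.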

We performed Pu-seq in the presence or absence of *pku70*^+^ in either the *rnh201-d* or *rnh201-RED* backgrounds. 

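Pol ε usage in smoothed 300-bp bins across the genome correlated between *rnh201-d* and *rnh201-RED* pairs at r = 0.947 ± 0.0146 (SD, n = 4 comparisons), with a median difference of 4.47 points. Between *pku70* labels the mean r was 0.960 and the median difference 4.01 points, and between barrier off and on they were 0.972 and 3.44 points. These correlations are across bins, which are not independent replicates. A test used edgeR's quasi-likelihood test on counts in 8380 windows of 3000 bp with polymerase, *rnh201* allele, *pku70* and barrier in the model. The ratio of Pol δ to Pol ε differed between the alleles in 144 windows at an adjusted p below 0.05 (Benjamini-Hochberg), of which 63 were higher and 81 lower in *rnh201-RED*. All but 1 lay outside the ChrII locus. The lowest adjusted p was at 4602001 to 4605000 on chromosome 1, over *mug157* (SPAC12B10.16C), with a log2 change of -1.38 on the Crick strand (standard error 0.11, adjusted p = 0.000104 from the same edgeR test). It was followed by 4020001 to 4023000 on the same chromosome, over *pvg2* (SPAC27E2.07), with -1.22 on the Watson strand (standard error 0.11, adjusted p = 0.000206 by edgeR). With DESeq2 the count was 729, and in windows of 900 bp it was 4. In the *rnh201-d* adh-*rtf1*+ pair, which was not part of the test, the ratio was nearer the *rnh201-d* mean in 2 of the 143 windows outside the locus, so these windows did not follow the allele there. On chromosome 1, the other 6 *rnh201-d* pairs outside the test were nearer it in between 9 and 65 of 77 windows, and the *rnh201-RED* inverted pair in 10. In the 65, from the tandem, the share was 84.4% against 66.2% of the other windows, and in the 9, from *mns1*, 11.7% against 37.2%.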

Genome-wide we observed no significant difference between *rnh201-d* and *rnh201-RED*. We next plotted the traces for both arrest off and arrest on conditions to visualise the *RTS1* locus (Fig. 4a). Following arrest and restart we observed that the *rnh201-RED* mutation resulted in no difference to the traces from either the *pku70*^+^ or the *pku70-d* backgrounds. 

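Between *RTS1* and the rRFB, Pol ε usage on the Watson strand was 93.6% ± 2.00 (SD, n = 4 backgrounds) with the barrier off and 26.1% ± 4.22 (SD, n = 4) with it on. On the Crick strand it was 13.1% ± 7.22 and 26.9% ± 6.67 (SD, n = 4 each). The barrier-off value on the Crick strand in *rnh201-RED* *pku70*+ was 23.2%, the highest of the 4. It fell there to 18.8% with the barrier on, whereas it rose in the other 3 backgrounds. The loss of Watson Pol ε usage was 76.4% (95% interval 74.9 to 77.95) in *rnh201-RED* *pku70*+ and 74.4% (73.7 to 75.1) in *rnh201-RED* *pku70-d*, and 67.2% (66.2 to 68.2) in the pairs labelled *rnh201-d* *pku70-d*. It was thus higher in *rnh201-RED* than in *rnh201-d* under either *pku70* label by more than the counting error, and its mean over the backgrounds was 72.2% ± 4.04 (SD, n = 4). Barrier activity changed the ratio of Pol δ to Pol ε in 18 windows by the same edgeR test, all among the 40 windows of the ChrII locus. Of the 18, 11 rose on the Watson strand and 7 fell on the Crick strand. The window from 861001 to 864000, in construct coordinates, had a log2 change of 5.57 (standard error 0.14, adjusted p = 7.36e-11 by edgeR) on the Watson strand. Of the locus windows, 1 differed between the alleles by that test, from 858001 to 861000 on the Watson strand, with a log2 change of 0.68 (standard error 0.16, adjusted p = 0.0471 from edgeR). From the likeness of the alleles across the genome and of the traces at the locus, the paper concludes that the *rnh201* allele does not influence the experiment.

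**Figure D3:**
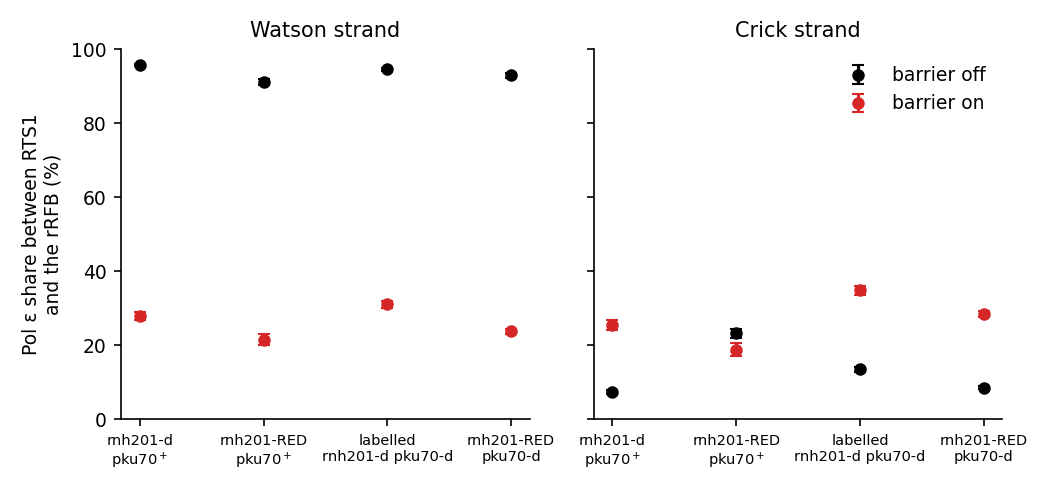
Pol ε usage in percent between *RTS1* and the rRFB on the Watson (left) and Crick (right) strands in the 4 backgrounds, with the barrier off (black) and on (red) and 95% intervals from resampled counts. On the Watson strand every background is at or above 91.2% with the barrier off and at or below 31.0% with it on.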

We thus conclude that the specific allele of *rnh201* that we use does not influence the experiment.

**Fig. 4:**
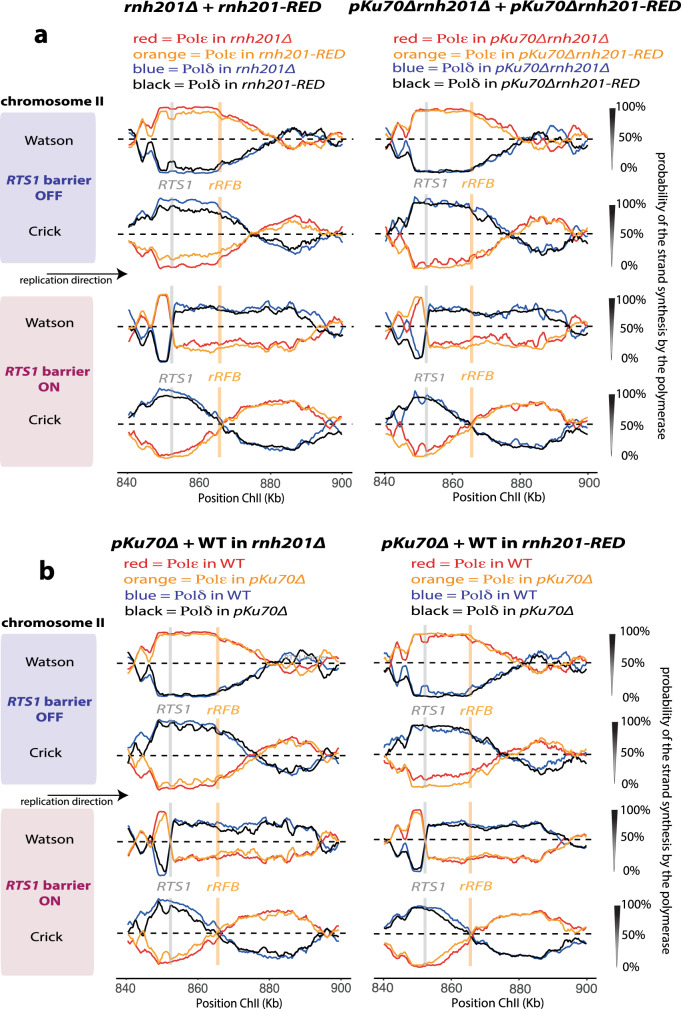
Loss of *pku70*^+^ results does not destabilise the leading stand primer. **a** Overlays of Pu-seq traces of the *RTS1-rRFB* locus either with or without arrest and in the presence and absence of *pku70*^+^. Left: in the *rnh201-d* background. Right: in the *rnh201-RED* background. **b** For the purpose of comparison, overlays of the Pu-seq traces for *rnh201-d* and *rnh201-RED* backgrounds. Left: in *pku70*^*+*^. Right: in *pku70-d*.

The presence or absence of Pku70 does not cause a major change in the Pu-seq profiles after fork arrest. However, a careful examination of the data (Fig. 4b) suggests a slight shift in the overall position of termination events (evidenced by the position and slope of Pol ε usage on the bottom strand) that would be consistent with an increased time for replication restart. 

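In the same model, the ratio of Pol δ to Pol ε differed by *pku70* label in 0 of 8380 windows at an adjusted p below 0.05, and in 487 at an unadjusted p below 0.05. The effect of barrier activity differed by *pku70* label in 0 windows, and in 101 at an unadjusted p below 0.05. On simulated counts with 200 windows changed 4-fold by the barrier, the test of barrier activity recovered all 200, with 8 false calls. No window was changed by *pku70* there, so the simulation does not show what size of *pku70* effect these tests would find. With the *rnh201-RED* *pku70*+ barrier-off pair left out, 472 windows differed by *pku70* label, of which 3 lay at the ChrII locus. With DESeq2, 28 windows did, with 0 at the locus.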

The apparent delays are visible in both the *rnh2-d* and *rnh2-RED* backgrounds. 

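With the barrier on, the termination position was 1174 bp right of the rRFB in *rnh201-RED* *pku70*+ (95% interval 614 to 1931) and 423 bp right of it in *rnh201-RED* *pku70-d* (186 to 712). In the pair labelled *rnh201-d* *pku70-d* it was -389 bp, to the left of the rRFB (-2497 to -149). The shift from *pku70*+ to *pku70-d* was thus -751 bp (-1510 to -43) in *rnh201-RED* and -1678 bp (-3822 to -1284) with the label in *rnh201-d*. Both are leftward and exceed the counting error. Between the same pairs, 77 of 327 other termination zones (23.5%) and 30 of 365 (8.22%) moved as far, so by these settings neither exceeds the spread of positions between libraries. With a threshold of 60% the shifts were -2068 and -2202 bp, and 3.15% and 2.30% of zones moved as far. With 40% they were -1637 and -3550 bp, and 4.23% and 0.312% did. With the label in *rnh201-d*, 0.811%, 2.19% and 8.45% of zones moved as far with 5 bins, 21 bins and median-bin scaling. In *rnh201-RED* 47.8%, 8.78% and 27.2% did. Whether the shifts exceed the spread thus depends on the settings. With the barrier off, the shift had the opposite sign in both alleles, with 4023 bp (1545 to 4574) in *rnh201-RED* and 2026 bp (1125 to 2800) with the label in *rnh201-d*, and 2.75% and 8.88% of other termination zones moved as far. Smoothed over 5 bins, the *rnh201-RED* shift was 958 bp, and 28.1% of zones moved as far. With median-bin scaling and a threshold of 60% it was 3956 and 2735 bp (2.6% and 4.96%). With the label in *rnh201-d* these settings gave 244 and 343 bp (79.2% and 69.2%), and 5 bins gave 2243 bp (3.89%). With a threshold of 40%, 30.8% of zones moved as far in *rnh201-RED* and 28.2% with the label in *rnh201-d*. The size of the barrier-off shifts thus also depends on the settings. In *rnh201-RED* they are measured from the *pku70*+ barrier-off pair, whose Crick Pol ε usage was raised. Left of *RTS1* it was 19.1%, against 4.19% to 8.79% in the other barrier-off pairs. Since the position is read from that usage, this shift does not separate *pku70* from the raised usage of that pair. The barrier itself moved termination by -7008 bp in *rnh201-RED* *pku70*+, -11782 bp in *rnh201-RED* *pku70-d* and -12011 bp in the pairs labelled *rnh201-d* *pku70-d*. From the shift of termination in *pku70-d*, the paper proposes an increased time for restart.

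**Figure D4:**
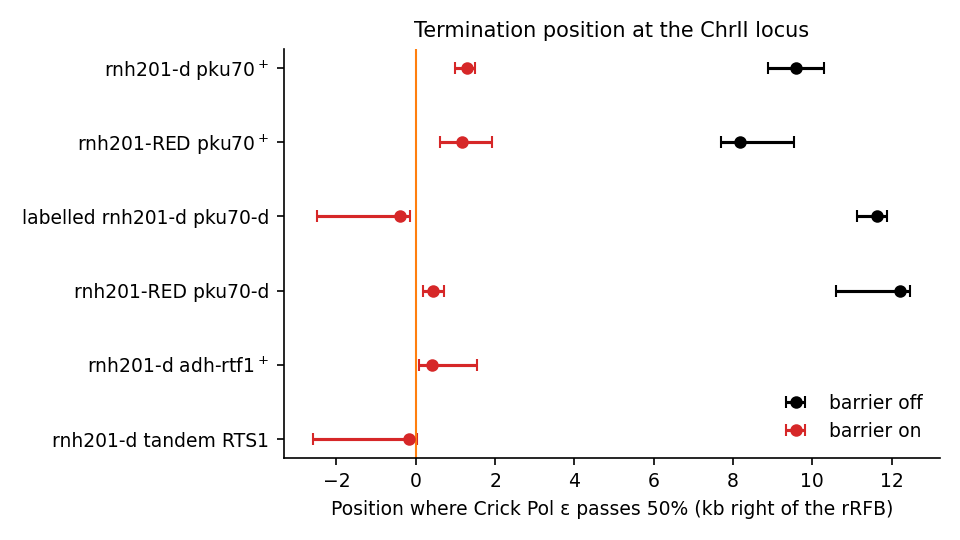
Termination position in kb right of the rRFB (orange line) with the barrier off (black) and on (red) and 95% intervals from resampled counts, for the 4 backgrounds, adh-*rtf1*+ and the tandem. With the barrier on, the positions run from -389 to 1290 bp, and with it off from 8182 to 12206 bp.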

Using our model of DNA replication, we can estimate that the extent of the delay to HR-restart of forks arrested at *RTS1* in the absence of Pku70 as 14 min, which is an increase of 3 min (~27%) when compared to *pku70*^+^ background. (Supplementary Fig. 8). These data confirm that Ku loss has a direct effect on the dynamics of replication fork restart^12^.

One potential explanation for the altered dynamics of replication that we observe in the *pku70* mutant is that HR-restart occurs further upstream (left) of the original fork arrest site (see discussion): the increase in resection reported to occur behind the fork in the *pku70-d* mutant could affect the stability of the leading strand that provides the invading strand during HR and primes HR-restarted replication. If the leading strand were degraded, we would expect to observe strand invasion and thus new δ/δ configured DNA synthesis occurring further upstream of the *RTS1* sequence. However, in the presence or absence of Pku70, the transition from Pol ε to Pol δ on the Crick strand, which marks the switch of polymerases, is unchanged (Fig. 4). 

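The switch from Pol ε to Pol δ on the Watson strand was placed where Pol δ usage, smoothed over 3 bins, passed the midpoint of its values on either side of *RTS1*. From the left end of the construct it lay at 378 bp (95% interval 342 to 417) in *rnh201-d* *pku70*+, 355 bp (289 to 419) in *rnh201-RED* *pku70*+ and 436 bp (402 to 469) in *rnh201-RED* *pku70-d*. In the pair labelled *rnh201-d* *pku70-d* it lay at 428 bp (405 to 454). The shift with *pku70-d* was 81 bp (9 to 155) in *rnh201-RED* and 49 bp (6 to 97) with the label in *rnh201-d*, both to the right and less than a bin of 300 bp. Without smoothing, the shift in *rnh201-RED* changed sign to -53 bp, and over 5 bins it was 190 bp. The spread of this position between cultures is not known.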

By modelling various start points of HR-dependent restart we can show that changes in the position of strand invasion of 100 bp would expected to be detected (Supplementary Fig. 9). Thus, we conclude that the leading strand remains equally stable in the Ku mutant background, despite the increased resection and the delay to restart.

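Over the 2400 bp to the left of *RTS1*, the loss of Watson Pol ε usage with the barrier on was 2.30 points in *rnh201-d* *pku70*+ and 1.36 points in *rnh201-RED* *pku70*+. It was 5.66 points in *rnh201-RED* *pku70-d* and 6.85 points in the pairs labelled *rnh201-d* *pku70-d*. The mean difference between the *pku70* labels was 4.43 points, and 158 of 513 equal windows elsewhere differed as far, so it does not exceed the spread across the genome. The loss in *rnh201-RED* *pku70-d*, where the counts show that *pku70* is absent, was reached in 0 of the 513 windows between the same pairs, of which 95% lay between -2 and 3.74 points. In *pku70*+ the loss was 7.23 points with adh-*rtf1*+ and 5 points with the tandem, so a loss near this size was also seen with *pku70*+. From the position of the polymerase switch, the paper concludes that the leading strand remains equally stable without Pku70.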

## Discussion

The increased genomic instability that is caused by replication stress when cancer cells are driven into uncoordinated replication by oncogene activation may, in part, be caused by the HR-mediated replication restart. To further understand this driver of genetic stability we have applied Pu-seq^19^ to characterise the *RTS1* model replication restart system that had previously been established in *S. pombe*. As expected, our data confirmed the previous conclusions that, when replication is restarted by HR, Pol δ is used to replicate both the leading and lagging strands^10^. We have also been able to extend several previous observations: we demonstrate that HR-restarted replication forks do not mature into the more canonical ε/δ conformation over a distance ~30 kb and that Pol α is not used at significant levels during HR-restarted replication. This latter observation suggests that the leading and lagging strands are replicated consecutively, rather than being coupled as they are during canonical replication. In support of this we demonstrate that both RPA and potential DNA:RNA hybrids are strongly enriched at the locus that is replicated by HR-restarted replication.

When a replication fork collapses and is unable to resume canonical replication, it can be rescued by a converging fork. However, previous work has shown that a single *RTS1* barrier frequently results in HR-dependent replication fork restart even though, in the vast majority of cells, a converging fork would be expected to arrive^27^. This implies that HR-dependent restart occurs irrespective of the status of the locus, but is instead governed by the time it takes to assemble the appropriate machinery. Using qPCR upstream and downstream of *RTS1* we have previously estimated that restart occurs after a delay of ~18 min in the vast majority of cells^10^. A separate study demonstrated that HR protein foci begin to appear 10 min after the start of S phase, peak in numbers some 30 min later and that individual foci can remain present for >30 min^27^. To reconcile these two data sets, we have speculated that HR-mediated restart occurs in most cells after a delay of ~18 min and that HR proteins remain associated with the locus during HR-restarted replication progress (and possibly during fork convergence and termination with the incoming canonical fork).

The utility of combining a physical profile of replication dynamics with a mathematical model of DNA replication that can incorporate complementary genetic and physical data is exemplified by our consideration of the duration of replication arrest at *RTS1*. By extending a previously reported Monte Carlo simulation of *S. pombe* DNA replication^18^ to include the ability to modify replication speed in a time and location-dependent manner (see Materials and Methods section) we observed that the best fit of the model to the experimental data (given by the Euclidean distance) is a delay of 11 min at *RTS1*, before replication is restarted by HR. This estimate is quite distinct from the observed experimental data obtained by qPCR of 18 min^10^. A potential explanation for this discrepancy is that the timing estimate assumes that the speed of HR-restarted replication is equivalent to the speed of the canonical fork (which we modelled at 1.8 kb/min). However, in *S. cerevisiae*, it has been estimated that break-induced replication, which proceeds via a migrating D loop, progresses at between 3 and 4 kb a minute^28^. If we increase the speed of the HR-restarted fork to 3 kb in the model, then our estimate of the delay to DNA replication at *RTS1* is extended to 17.5 min. Thus, based on the qPCR evidence of replication time upstream and downstream of *RTS1* varying by 18 min when the barrier is active, we propose that HR-dependent replication restarts relatively synchronously and proceeds ~50% faster than canonical replication.

When a fork is restarted by HR following arrest at the *RTS1* barrier, it clearly is able to progress through the barrier. We have previously speculated that the restarted replication apparatus is distinct from the canonical replisome and that the HR-dependent apparatus is not sensitive to the barrier^15^. Here we have tested this by following the dynamics of HR-restarted forks as they pass through a second copy of *RTS1*. Visual examination of the data suggests no appreciable evidence of a delay to the HR-restart replication imposed by the second barrier. By modelling a variety of scenarios whereby HR-restarted forks are delayed between 0 and 30 min at the second barrier, we demonstrate that the best fit of the experimental data to the model is 0 min delay. This demonstrates that HR-restarted replication is insensitive to at least this obstacle, which efficiently arrests canonical forks. Thus, the distinct nature of the restarted apparatus may provide cells with an alternative replication machine that is able to pass some barriers more effectively. Data from *S. cerevisiae* indicate that during break-induced replication (BIR), a homologous recombination-dependent replication initiation event that is occurs in response to a persistent double strand break in G2 arrested cells (where replication subsequently proceeds as a migrating D-loop), strand unwinding is dependent on helicases other than the canonical Cdc45/MCM2-7/GINS (CMG) replicative helicase^29^. We speculate that CMG is not involved in the restart or subsequent δ/δ replication we observe here and that alternative helicases, such as Pfh1^29^, are involved. These would potentially be insensitive to the *RTS1* barrier.

The CMG helicase is important for replication fidelity. The regulation of CMG loading onto DNA is also strictly regulated to prevent erroneous initiation and thus re-replication^30^. If replication that is restarted by HR employs alternative helicases as we propose, this is likely because the loading of CMG in this context would compromise the strict regulation of CMG loading. However, the use of alternatives to the CMG comes at a cost – the HR restarted fork is highly error prone and, since we also provide evidence that leading and lagging strand synthesis are not coupled, significant quantities of ssDNA will be present that would be sensitive to oxidative stress^31^. In the yeast model systems there is no equivalent to the MCM8/9 helicase^32^ that is proposed to function in metazoan cells during HR-dependent tolerance of replication stress^33^. It is possible that the increased errors that occur when replication is restarted by HR may have been a driving force behind the evolution of the MCM8/9 helicase.

Having established a system to track replication dynamics we were interested to explore the effects of deregulating resection by deletion of *pku70*. A recent study demonstrated that loss of Ku caused the loss of Rad50- and Ctp1-dependent two-stage resection regulation and resulted in extended tracts of ssDNA that stretch several kilobases behind the arrested fork^12^. By measuring the error rate in a replication slippage assay, the authors suggested that, because the error rate decreased by ~50% and this could be rescued by delaying the incoming fork, this could be interpreted as a delay to HR-dependent restart. The most prosaic expectation would predict that the loss of the requirement that Ku70 to be removed from a reversed fork by MRN would actually lead to faster restart. We considered an alternative explanation for the delay: that 3′ end which primes the strand invasion event is unstable and, during the extended 5′–3′ exonuclease activity, it is shortened. This would result in replication restart occurring further upstream from the initial arrest site. Even if the restart occurred at the normal time (i.e. after ~18 minus), this would manifest as a delay, since the HR-restarted fork would have further to travel and thus an increased proportion of the locus would be replicated by the converging canonical fork.

Using our Pu-seq assay we were able to demonstrate that the transition from Pol ε to Pol δ occurs at the same position in *pku70*^+^ and *pku70*-*d* backgrounds. Since the position of this transition is caused by the switch from Pol ε during canonical replication to Pol δ when replication is restarted by HR, this demonstrates that the 3′ end maintains the same stability even when resection is deregulated by loss of *pku70* and that restart occurs at the same place irrespective of Ku status. Thus, any processing of the 3′ end is not influenced by Ku or the extent of 5′ end resection. By modelling scenarios where replication restart is shifted we were able to confirm that a movement of 100 bases should be detectable at the resolution of the experiment. By modelling the kinetics of replication, we were able to confirm that loss of Pku70 indeed resulted in an additional delay to replication restart of 3 min (an additional 27% compared to *pku70*^+^). This manifests as a shift in the positions of termination of the HR-restarted forks with converging canonical forks.

It could be asked why a 27% increase in the time taken to restart DNA replication in the absence of Ku changes the mutation frequency immediately downstream of the *RTS1* barrier by a factor of two^12^. It should be noted that these genetic experiments were performed using the *RTS1* barrier integrated at the *ura4* locus on chromosome III. At this locus, as opposed to our optimised ChrII locus, there are more forks converging on the arrest site from active downstream origins and thus a modest delay to restart would be expected to have a significantly more pronounced effect on the percentage of DNA downstream of the barrier that is replicated by an HR-restarted (error prone) fork as opposed to a converging canonical fork. It remains unclear why there is a delay to restart in the *pku70-d* background, although it is proposed to be linked to the reduction of RPA and Rad51 observed by microscopy^12^.

HR-restarted replication is likely to contribute to genome instability, particularly in cancer cells experiencing intrinsic replication stress. While canonical replication forks are remarkably accurate, HR restarted replication is highly error prone. This is likely directly linked to the non-canonical nature of the restarted fork (Fig. 5): restarted replication proceeds without coupling between the leading and lagging strands resulting in long tracts of single-stranded DNA and both strands are synthesised by Pol δ without any apparent maturation to a more canonical δ/ε configuration. Our analysis also implies that the CMG is not the helicase for restarted forks. This may have a benefit in allowing the fork to bypass obstacles that would otherwise impede the canonical helicase.

**Fig. 5:**
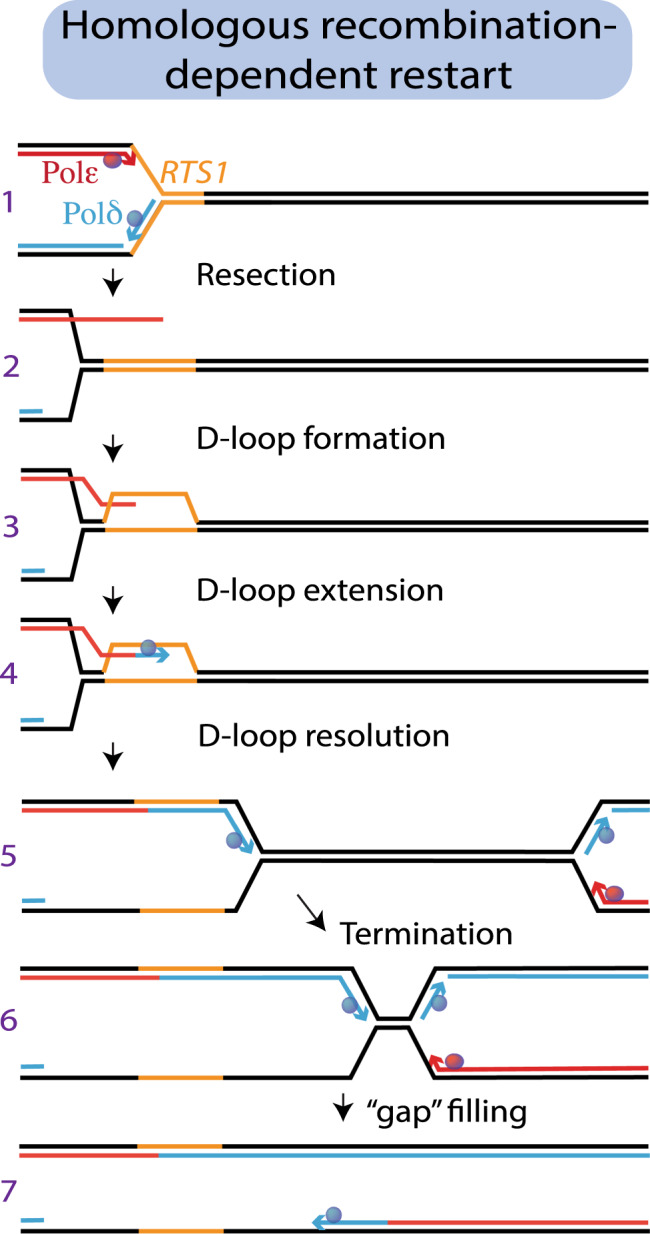
Schematic of HR-dependent restart. (1) Canonical RF arrested at *RTS1*. DNA synthesised by Pol ε is shown in red. DNA synthesised by Pol δ shown in blue. Template: black. *RTS1* sequence: orange. (2) Resection generates a free 3′ end. (3) Recombination factors generate a D-loop at the site of stalling. (4) The D-loop primer is extended, most likely by Pol δ. The D-loop is resolved, establishing semi-conservative DNA synthesis. (5). Pol δ, with a minimal contribution from Pol α, synthesises the leading strand. DNA synthesis is insensitive to further downstream *RTS1* barriers. (6) Termination with the incoming canonical fork. (7). The gap is filled by Pol δ.

## Methods

### Strain construction

To introduce the *RTS1* sequence into 4 loci analysed in Supplementary Fig. 1, the kan cassette from pFAX-kanMX6 was amplified by the following primers: 461/462 (*mns1* locus), 463/464 (*tel2* locus), 465/466 (*mek1* locus), and F3/R4 (*spo9* locus). PCR amplified fragments (which introduce a loxP and a loxM site flanking the kan cassette) were transformed into strain 503 to form strains 1144, 1146, 1148 and KA2 respectively. These strains were subsequently transformed with pAW8-RTS1-ura-2/3ter^10^ to integrate a construct between the lox sites containing RTS1-ura-2/3ter. This resulted in strains 1158, 1162, 1166, KA7

To create the BAY4 strain used to analyse the effect of the rRFB (Supplementary Fig. 2) strain 1144 (containing loxP- loxM flanking the kan cassette on ChrI) was transformed with pAW8-10xrRFB-ura to integrate 10xRFB-ura between the lox sites.

To create the optimised ChrII locus (Fig. 1) the 10xrRFB sequence was integrated downstream of *RTS1* barrier. Primers F29 and R30 were used to amplify *ura4*^+^ and the product was transformed into KA2 and checked for insertion onto the ChrII between *SPBC36.10.1* and *SPBC36.11.1* to form strain KA39. The *ura4*^+^ gene was then replaced by *10xrRFB* using a fragment amplified from pAW8-10xrRFB using primers F41 and R42 to form strain KA56. KA56 was transformed by pAW8-RTS-ura including loxP and loxM sites. This created the strain KA58.

To construct the inverted *RTS1* locus used in Fig. 2, primers F229 and R230 were used to amplify *ura4*^+^ and the product was transformed into KA2 and checked for insertion onto the ChrII between *pwp2* and *wdr83* to form strain KA218. The *ura4*^+^ gene was then replaced by *RTS1* using a fragment amplified with primers F241 and R242 to form strain KA233. KA233 was transformed by pAW8-RTS-ura including loxP and loxM sites. The kan cassette between *spo9* and *clr6* on ChrII close to early firing origin was replaced by the *RTS1* construct. This created the strain KA237.

To construct the tandem *RTS1* barrier used in Fig. 3 we modified pAW8-RTS-ura to inserted a second *RTS1* downstream of *ura4*^+^ between the *Sac*I-*Sal*I sites. The plasmid was transformed into KA56 which contains the kan cassette flanked by loxP and LoxM sites. Cre-lox recombination replaced the kan cassette by the RTS-ura-RTS cassette between *spo9* and *clr6* on ChrII, to give strain KA101.

To construct *rnh201-RED* mutant allele the *S. cerevisiae* Rnh201-RED mutant sequence^26^ was aligned to *S. pombe* Rnh201. *S. cerevisiae* Rnh201 P45D and Y219A changes corresponded to *S. pombe* Rnh201 P75D and Y245A (Fig. S1A). The *S. pombe rnh201-P75D-Y245A* gene sequence was synthesised (integrated DNA technologies) and cloned into Cre-expression vector pAW8^34^ to create rnh201-RED-pAW8. The hphMX6, natMX6 and kanMX6 antibiotic resistance markers^35^ were amplified using primers 264 and 265 and cloned into rnh201-RED-pAW8 to create rnh201-RED-hphMX6-pAW8, rnh201-RED-natMX6-pAW8 and rnh201-RED-kanMX6-pAW8 respectively. All constructs were confirmed by sequencing. The rnh201-RED-hphMX6-pAW8, rnh201-RED-natMX6-pAW8 and rnh201-RED-kanMX6-pAW8 plasmids were used to transform *S. pombe*. ‘rnh201 base strain’ AW1480 and the rnh201-RED-MX6 sequences integrated by recombinase-mediated cassette exchange^34^. This created strains AW1563 (*rnh201-RED:hphMX6*), AW1565 (r*nh201-RED:natMX6*) and AW1566 (*rnh201-RED:kanMX6*).

To test rNTP incorporation rates, strain AW1563 (*rnh201-RED:hphMX6*) was crossed to strain AW1227 (*cdc20M630F*) to create strain AW1232 (*rnh201-RED:kanMX6, cdc20M630F*). Control strains included *rnh201*^+^, AW1466 (*cdc20-M630F*) and AW1405 (*rnh201*Δ, *cdc20-M630F*). Approximately 3 × 10^8^ logarithmically growing cells were collected and the genomic DNA extracted^36^ and incubated in the presence of 0.3N KOH for 1 h at 55 °C. The alkali was then neutralised by the addition of equimolar amount of HCl and the reaction mix isopropanol precipitated. A portion of the genomic DNA was untreated to confirm the integrity of the DNA extract. Following 2% agarose/1xTBE gel electrophoresis and staining with acrydine orange (Invitrogen), the degree of fragmentation observed was compared relative to the non-treated DNA control.

To perform spot assays of *S. pombe* strains AW278 (WT), AW1229/AW1230 (*rnh201-RED*, *rnh1-d top1-d*) and AW1198/AW1199 (*rnh201-d*, *rnh1-d* and *top1-d*) were serially diluted 10-fold in water and spotted on YEA plates.

A list of strains and associated genotypes is given in Supplementary Table 1.

### Cell synchronisation

Cells were synchronised using the *cdc2-asM17* allele^37^ and 3-Br-PP1 (2uM final, Abcam) at 28 °C for 3 h. Upon the removal of 3-Br-PP1, cells were grown at 30 °C and samples collected at the indicated times.

ChIP-qPCR:

In all, 40 ml of log-phase cells were grown in YES or EMM liquid media at 30 °C and crosslinked in 1% formaldehyde (15 min RT^o^) followed by addition of 5 ml 2.5 M glycine for 5 min. Cells were centrifuged (4000 × *g*, 5 min) and washed with 10 ml PBS and the pellet frozen. For RNA:DNA hybrid ChIP cells were not crosslinked but NaN3 (0.1% final) was added.

Cell pellets were resuspended in 400 μl ChIP lysis buffer (50 mM HEPES pH 7.4; 140 mM NaCl; 1% Triton X100; 0.1% NaDeoxycholate; protease inhibitors), disrupted by glass bead beating using a FastPrep-24 (MPbiomedical) homogenizer. Homogonised material was harvested by 1-minute centrifugation to remove glass beads, washed once with 1 ml ChIP lysis buffer and resuspended in 350 ml of ChIP lysis buffer. The chromatin DNA was sheared by a Qsonica ultrasonicator to the size range of ~500 bp. Samples were centrifuged for 1 min and the supernatant incubated with antibody (GFP polyclonal antibody from Invitrogen, cat.no. A-11122, dilution 1:150) or S9.6 (Sigma-Aldrich, cat.no. MABE1095, dilution 1:200) for 1 h at 4 °C. Protein G coupled Dynabeads (Thermo Fisher) were used for immunoprecipitation overnight at 4 °C. The beads were washed twice for 5 min at 4 °C in 1 ml of each of the following buffers: ChIP lysis buffer, high salt lysis buffer (50 mM HEPES pH 7.4; 500 mM NaCl; 1% Triton X100; 0.1% NaDeoxycholate) and wash buffer (10 mM Tris pH 8.0; 250 mM LiCl; 0.5% NP-40; 0.5% NaDeoxycholate; 1 mM EDTA) and once in TE buffer (10 mM Tris pH 8.0, 1 mM EDTA) for a minute. Beads were resuspended in (110 ul) elution buffer (50 mM Tris pH 8.0; 1% SDS; 10 mM EDTA) and 3 μl cocktail of Rnases (Invitrogen) was added and incubated at 30 °C for 2 h with shaking. In all, 5 μl of 20 mg/ml Proteinase K (Sigma Aldrich) was added and incubated at 65 °C for 2 h with shaking. The samples were purified using a PCR purification kit (Quiagen) and analysed by qPCR using LUNA qPCR mix (NEB) on a real-time detection system (Agilent). Fold enrichment was calculated as ChIP/Input. Primers used for qPCR are listed in Supplementary Table 2. The Chip data are available in Supplementary Data 1.

### Polymerase usage sequencing

The published protocol^19^ was used with minor modifications: size selection was performed using a Blue Pippin (Sage Science). In some instances we used *rnh201-RED* instead of *rnh201::kan* (see results). Sequence files were aligned with Bowtie2 and alignment data converted to counts with custom Perl script^19^. Analysis of polymerase usage was performed with custom R script^19^. Since Pol α is relatively less used than Pol δ or Pol ε, the overplayed data is multiplied by 10 to match the approximate scale of the other polymerases. We do not know the relative rNTP incorporation rates of the three polymerases and have not made an assumption on the relative contribution of Pol α to overall replication.

### Mathematical modelling

We simulated the replication process using a variation of the model presented by Kelly and Callegari^18^. We extended the model to include time- and location-dependent fork velocity to allow the modelling of the replication barriers. The model determines origin locations and efficiency based on the AT-richness and transcription activity. We optimised the parameters of the model to globally fit the wild-type replication profile, using the line search approach akin to the methodology of Kelly and Callegari. We suppressed some minor origins (which Fig. 2 demonstrates are not used) in the region of interest to fit to the traces of polymerase usage in the wild type strain. These origins were otherwise present in the simulation but not in acquired data by Pu-seq.

We modelled the fork barrier by means of the fork velocity: at the location of the barrier, the modelled fork velocity drops to zero for some time, and then increases to the original value. We use a constant velocity of 1800 kb/min for the rest of the chromosome. We defined separately the velocity of left- and right-travelling forks in order to model unidirectional fork barriers.

We used the Euclidean norm of the difference between model solution and experimental data to quantify the model error. Where appropriate a Savitzky-Golay filter was used to smooth the line. In all the simulations we used an ensemble of 1000 cells, and then we validated the optimal result by further simulating an ensemble of 10,000 cells.

All the quantities that we optimised using the model were found by performing a line search. We used this approach to find the model predictions for the fraction of forks arrested at the *RTS1* barrier, the time to restart for arrested forks and the effect of the *RTS1* barrier on restarted forks.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Reporting Summary

Description of Additional Supplementary Information

## Data Availability

The datasets generated during the current study are available in the NCBI GEO repository under accession number GSE153731. The data supporting the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Replication dynamics of recombination-dependent replication forks
**Source:** Nat Commun. 2021 Feb 10;12:923. doi: 10.1038/s41467-021-21198-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure legends

### Supplementary Figure 1

**Polymerase usage following HR-restart at 4 different loci.** Pu-seq traces at three loci on ChrI and one locus on ChrII where the *RTS1* barrier has been integrated close to a strong origin in an early replicating region of the chromosome that borders a late replicating region. *RTS1* barrier activity on (*rtf1*<sup>+</sup>). The usage of Pol  $\delta$  (blue) and Pol  $\epsilon$  (red) are shown on the Watson and Crick strands. Note the switch from Pol  $\epsilon$  to Pol  $\delta$  at the *RTS1* site that is indicative of a change in polymerase usage from Pol  $\epsilon$  to Pol  $\delta$  on the leading strand when *RTS1* barrier activity is on and replication is restarted by HR.

### Supplementary Figure 2

**Calculating the delay to replication at rRFB barrier.** Pu-seq traces of a locus on ChrI with and without the integration of 10xTer2-Ter3 sequence (rRFB barrier). **a.** Top Panel: Fork direction calculated from the Pu-seq traces (see<sup>17</sup>). When the rRFB barrier construct is integrated, there is a decrease in the proportion of left-right moving forks downstream of the barrier. This is caused by a delay to left-right moving forks, and a concomitant increase in right-left moving forks. Bottom panel. Polymerase delta usage averaged across both strands is shown, demonstrating that (unlike for *RTS1*) forks only pause and are not restarted by HR. **b.** Selected outputs (4 - 8 mins, 1 minute intervals) of the Monte Carlo model for the indicated delays to the left-right replication forks at rRFB are compared to the experimental data. **c.** Error between the experimental data and the model output for a delay between 0 and 8 minutes (15 second intervals) measured by the Euclidean distance between the two signals; orange curve is a smoothed representation of the errors using a Savitzky-Golay filter.

### Supplementary Figure 3

**Calculating the delay at *RTS1* barrier.** Using the replication model, different delay times of replication at the *RTS1* barrier before HR-dependent restart (between 0 and 30 minutes, 1 minute steps) were fitted and compared to the experimental data. The best fit is an 11 minute delay at the barrier. **a.** Selected outputs from the model for usage of Pol  $\delta$  on Watson strand are compared to the experimental data. Note: both when replicated by left-right HR restarted forks, or when replicated by right-left converging canonical forks, the Watson strand is replicated by Pol  $\delta$ . **b.** Selected outputs from the model for usage of Pol  $\delta$  on Crick strand are compared to the experimental data. Note: A decrease in Pol  $\delta$  usage on the Crick strand reflects replication by Pol  $\epsilon$  from right-left converging forks. Thus, because an increased delay results in more replication by converging canonical forks, this is reflected by a decrease in Pol  $\delta$  usage. **c.** Error between the acquired data and the model output measured by the Euclidean distance between the two signals; orange curve is a smoothed representation of the errors using a Savitzky-Golay filter.

### Supplementary Figure 4

**Comparative polymerase usage following HR-restart between *rnh201-d* and *rnh201-RED*.** Pu-seq traces of the *RTS1-rRFB* locus on ChrII. Top two traces: *RTS1* barrier activity off (*rts1-d*). Bottom two traces: *RTS1* barrier activity on (*rtf1*<sup>+</sup>). The usage of Pol  $\delta$  (blue), Pol  $\epsilon$  (red), and Pol  $\alpha$  (green) are shown on the Watson and Crick strands in *rnh201-d* and *rnh201-RED*.

#### Supplementary Figure 5

**Efficiency of the *RTS1* barrier depends on the expression level of *rtf1*<sup>+</sup>.** **a.** The endogenous *rtf1*<sup>+</sup> promoter results in 70% barrier efficiency. Left: Selected outputs of the model for different efficiencies of delay are compared to the experimental data. Right: Error between the experimental data and the model output (5% steps) measured by the Euclidean distance between the two signals. **b.** *adh1-rtf1* constitutive overexpression results in 90% barrier efficiency. Left: Selected outputs of the model for different efficiencies of delay compared to the experimental data. Right: Error between the experimental data and the model output (5% steps) measured by the Euclidean distance between the two signals.

#### Supplementary Figure 6

**Delay at second *RTS1* barrier after HR restart at the first *RTS1*.** Using the replication model, different delays for replication of HR-restarted forks at the second *RTS1* barrier (between 0 and 30 minutes, 1 minute steps) were fitted to the experimental data. **a.** Selected outputs from the model for usage of Pol  $\delta$  on the Watson strand compared to the experimental data. Note: both when replicated by left-right HR restarted forks, or when replicated by right-left converging canonical forks, the Watson strand is replicated by Pol  $\delta$ . **b.** Selected outputs from the model for usage of Pol  $\delta$  on Crick strand compared to the experimental data. Note: A decrease in Pol  $\delta$  usage on the Crick strand reflects replication by Pol  $\epsilon$  from right-left converging forks. Thus, because an increased delay results in more replication by converging canonical forks, this is reflected by a decrease in Pol  $\delta$  usage. **c.** Error between the experimental data and the model output measured by the Euclidean distance between the two signals; orange curve is a smoothed representation of the errors using a Savitzky-Golay filter.

#### Supplementary Figure 7

**Construction and testing of *rnh201-RED*.** In *S. cerevisiae* it has been shown that the synthetic growth defect between the combined *rnh201* and *rnh1* deletions with deletion of *TOP1* is alleviated by restoration of the poly-ribonuclease activity of Rnh201 (i.e. *rnh201-RED*). **a.** Alignment of *S. cerevisiae* and *S. pombe* Rnh201 with highlighted amino acid changes. **b.** Relative DNA fragmentation at incorporated rNTPs after alkaline treatment (for details see the methods section). **c.** Spot test: *top1-d rnh1-d rnh201-d* grow slower than the wild type control (*rnh201*<sup>+</sup>) and *top1-d rnh1-d rnh201-RED*.

#### Supplementary Figure 8

**Delay at *RTS1* before HR-restart in absence of Pku70.** Using the replication model different delay times of replication at the *RTS1* barrier before HR-dependent restart for the *pku70-d* background were fitted (30 minutes, 1 minute intervals) and compared to the experimental data. The best fit is a 14 minute delay. **a.** Selected outputs from the model for usage of Pol  $\delta$  on Watson strand compared to the experimental data. Left panel: *pku70-d rnh201-d*. Right panel: *pku70-d rnh201-RED*. Note: both when replicated by left-right HR restarted forks, or when replicated by right-left converging canonical forks, the Watson strand is replicated by Pol  $\delta$ . **b.** Selected outputs from the model for usage of Pol  $\delta$  on Crick strand compared to the experimental data. Left panel: *pku70-d rnh201-d*. Right panel: *pku70-d rnh201-RED*. Note: A decrease in Pol  $\delta$  usage on the Crick strand reflects replication by Pol  $\epsilon$  from right-left converging forks. Thus, because an increased delay results in more replication by converging canonical forks, this is reflected by a decrease in Pol  $\delta$  usage. **c.**

Error between the experimental data and the model output measured by the Euclidean distance between the two signals; orange curve is a smoothed representation of the errors using a Savitzky-Golay filter. Left panel: *pku70-d rnh201-d*. Right panel: *pku70-d rnh201-RED*.

#### Supplementary Figure 9

**Position of replication restart in the absence of Pku70.** Using the replication model, different start points of HR-dependent replication restart were fitted with 100 base steps downstream or upstream and compared to the experimental data. **a.** Selected outputs from the model for usage of Pol  $\delta$  on Watson strand compared to the experimental data. Note that a 100 bp change in the position of restart shifts the transition of Pol  $\delta$  usage. **b.** Selected outputs from the model for usage of Pol  $\delta$  on Crick strand compared to the experimental data. **c.** Error between the experimental data and the model output measured by the Euclidean distance between the two signals; orange curve is a smoothed representation of the errors using a Savitzky-Golay filter. For this plot the primary sequence data was reanalysed (Bowtie2) with a bin size of 100 and the bin sizes in the model adjusted accordingly. The experimental data becomes more noisy as bin size decreases, and thus the experimental data is smoothed with a sliding window of 5.

Fig.S1

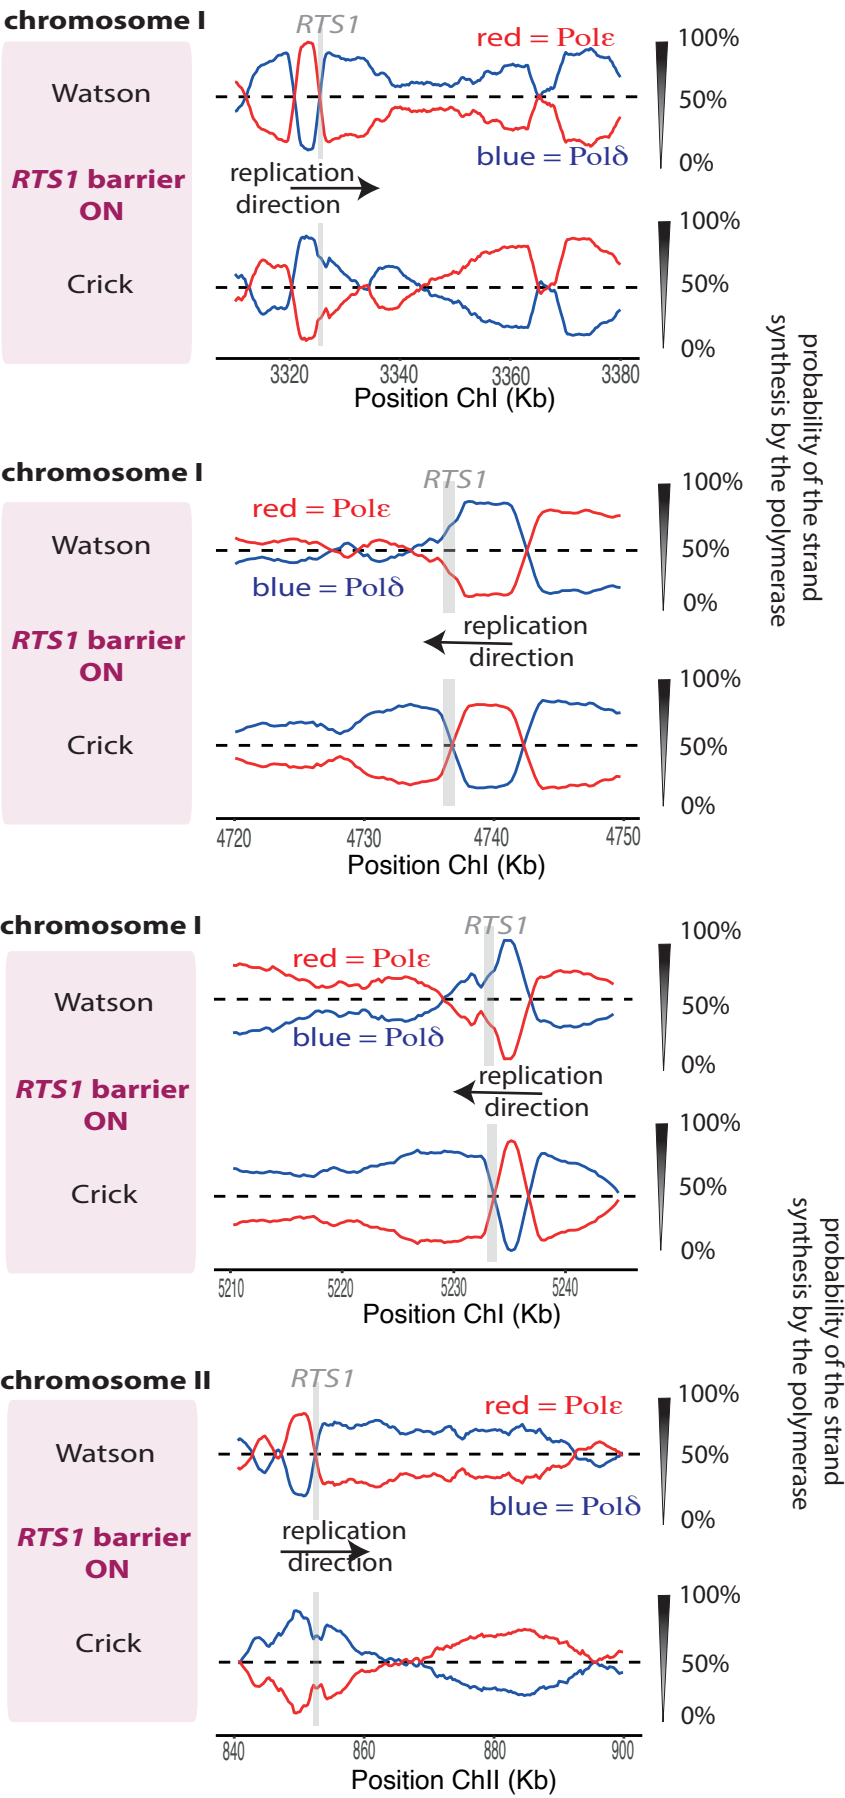

**Fig.S2**

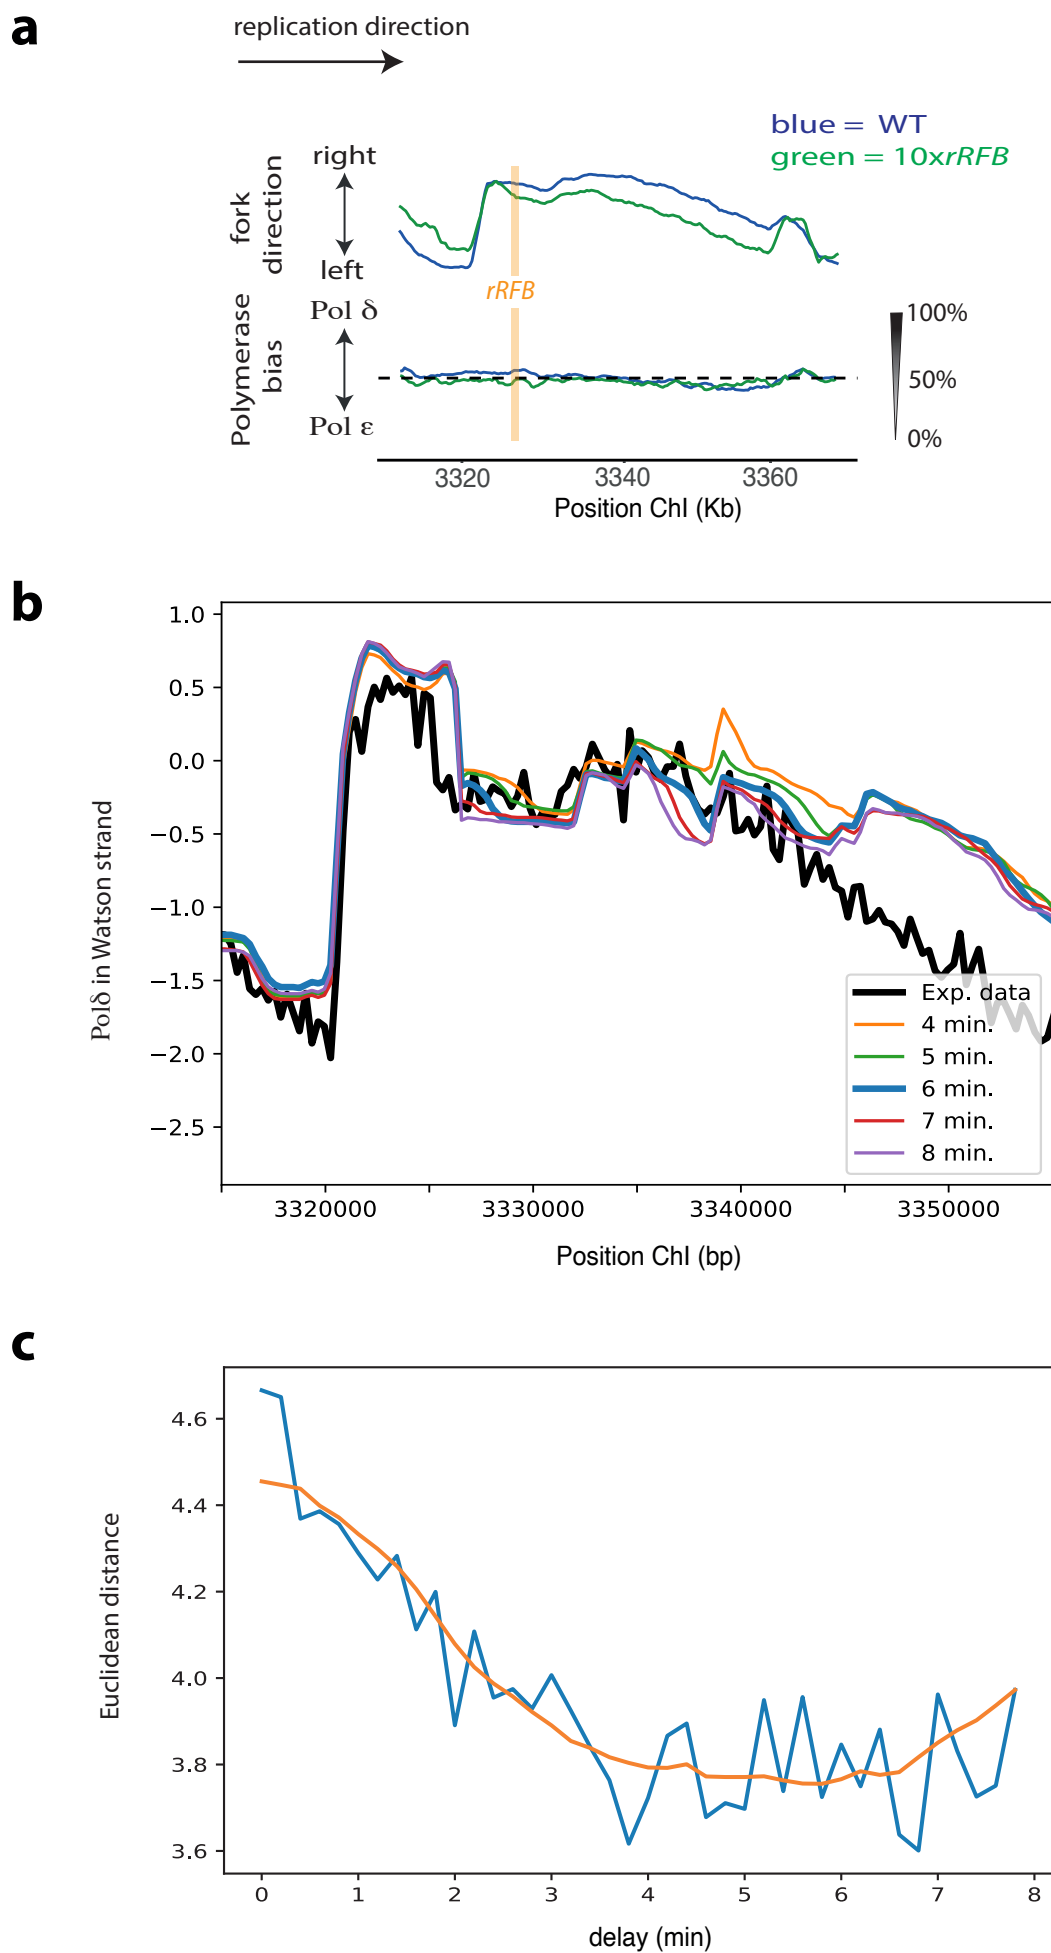

**Fig.S3**

**a**

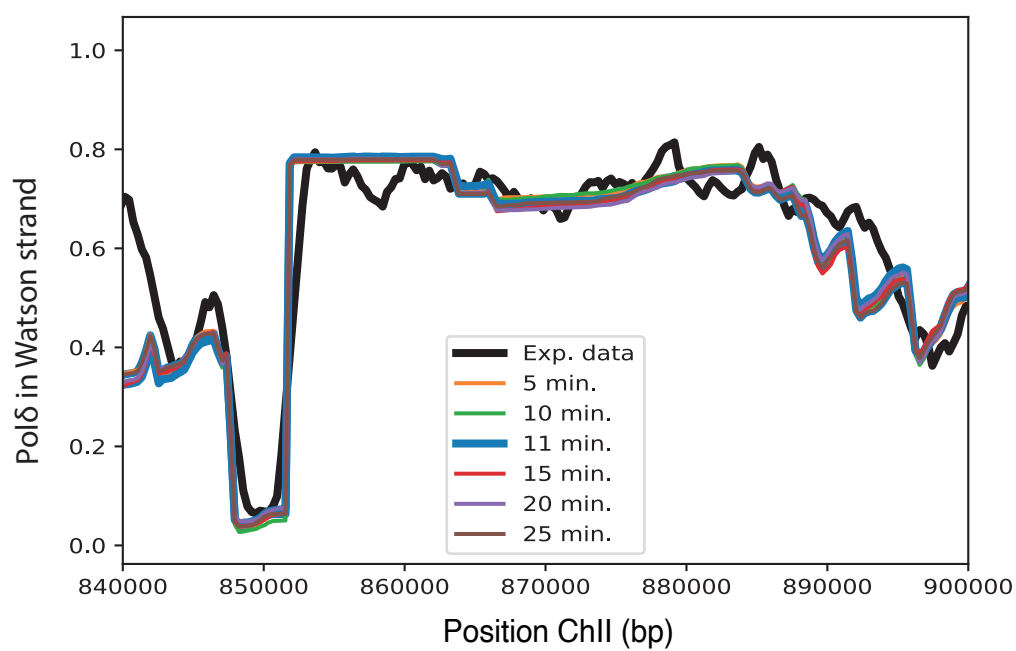

**b**

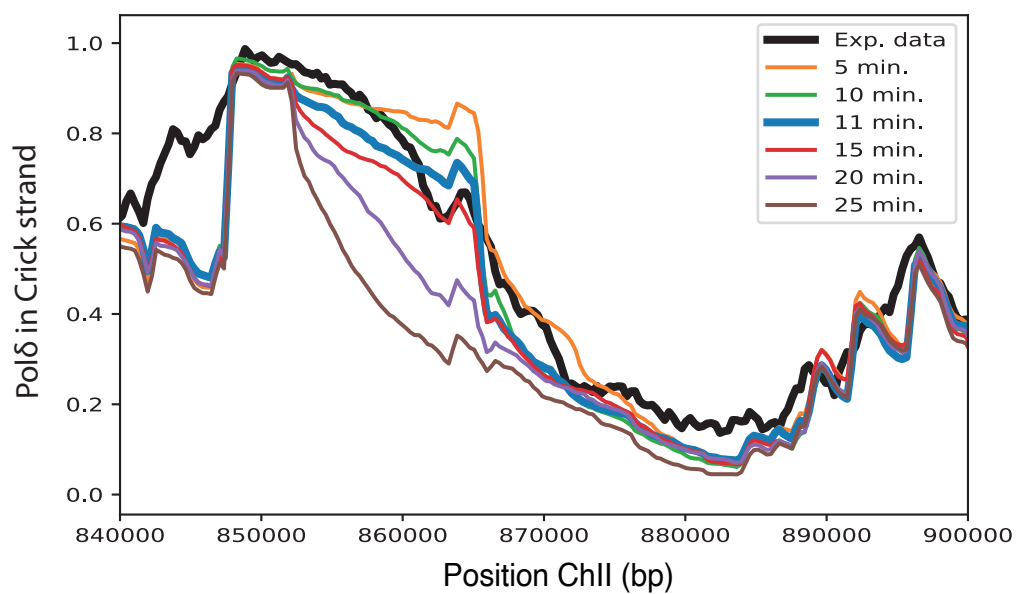

**c**

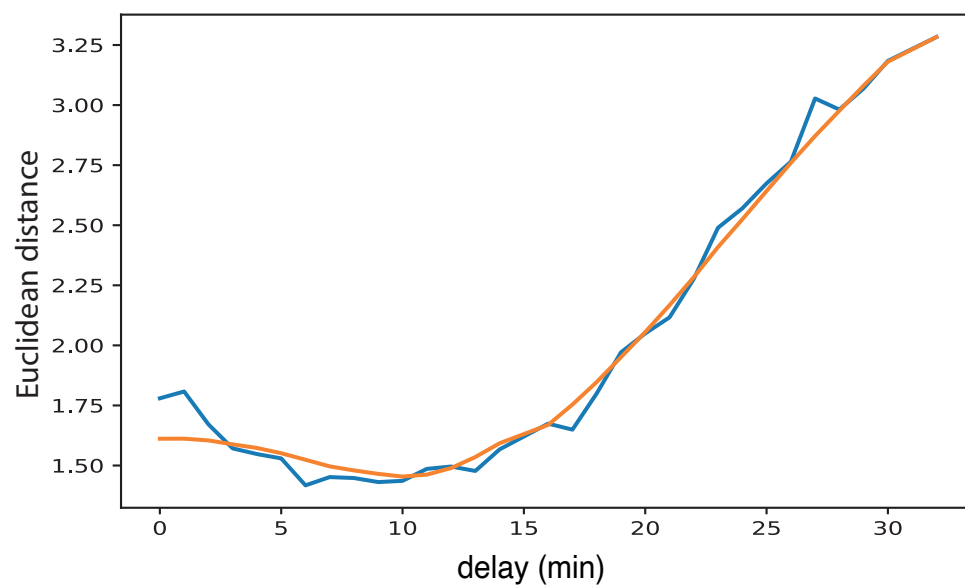

Fig.S4

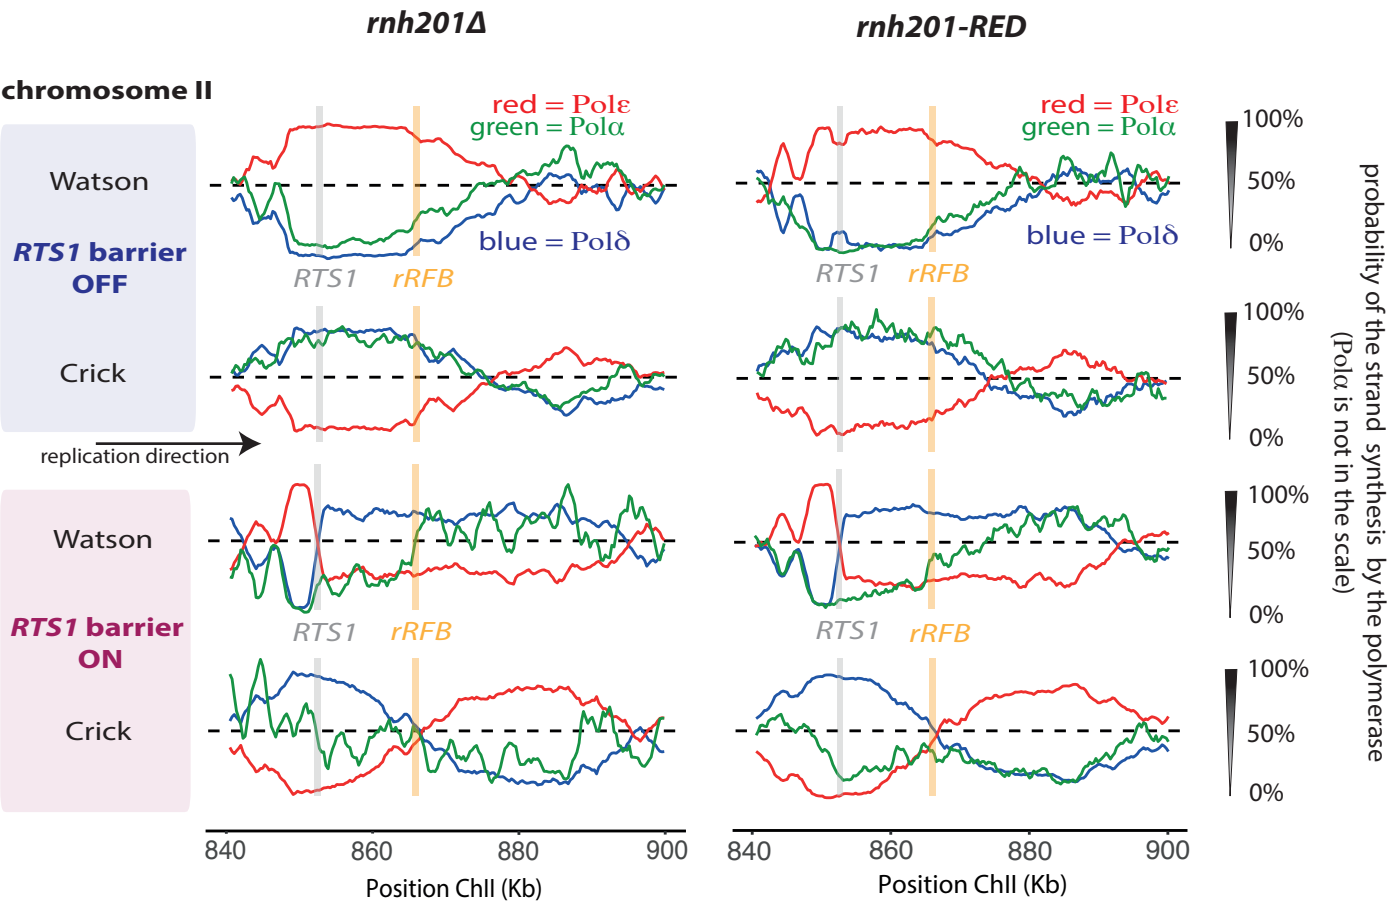

Fig.S5

**a** *rtf1+*

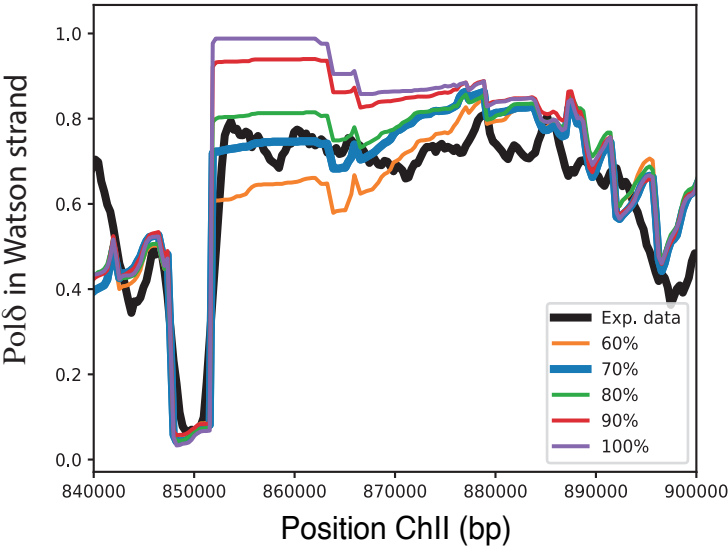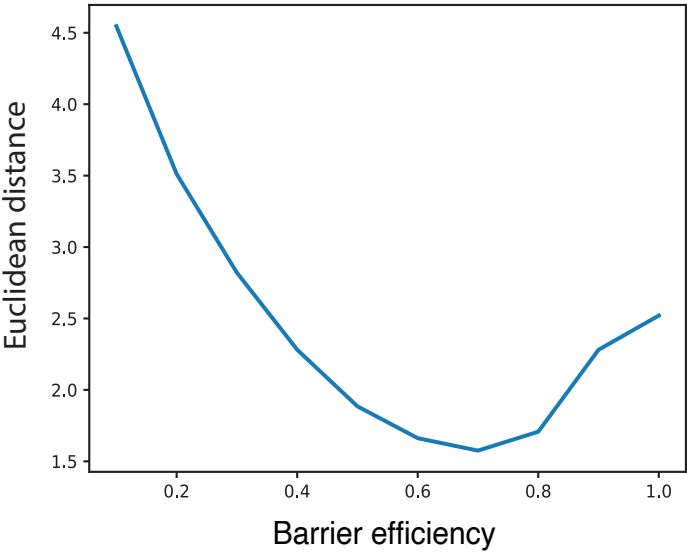

**b** *adh-rtf1*

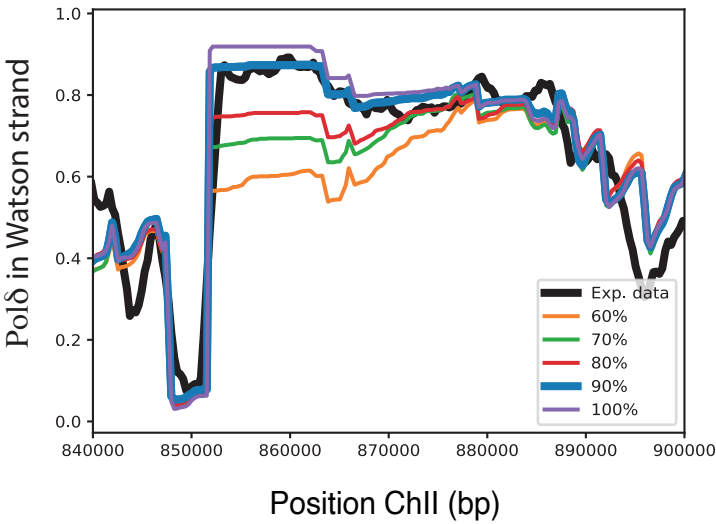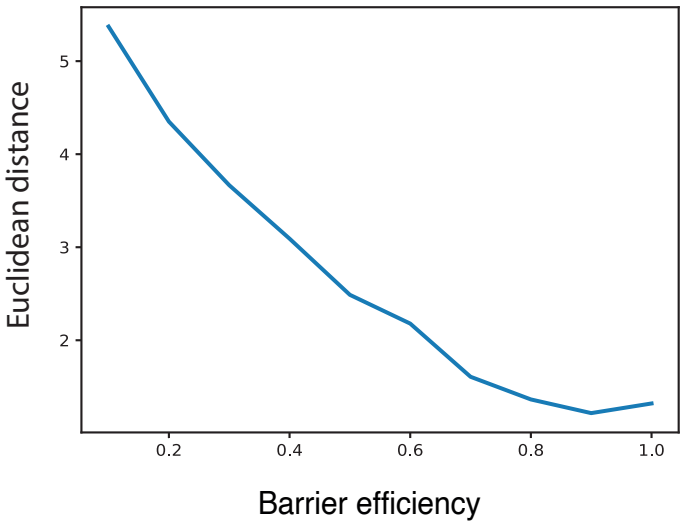

Fig.S6

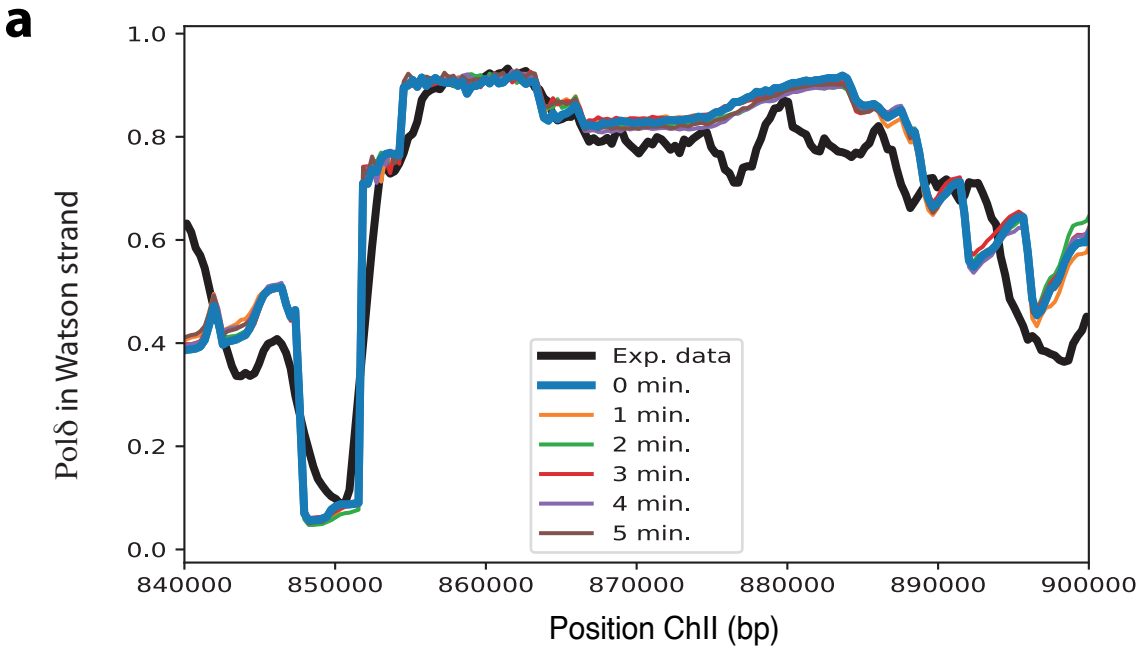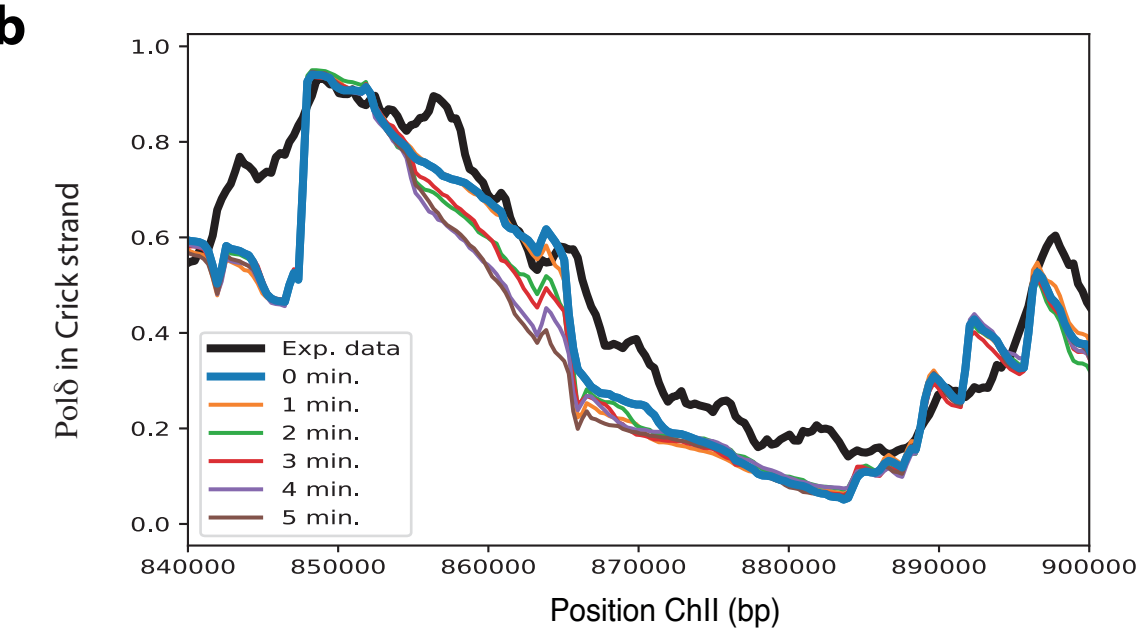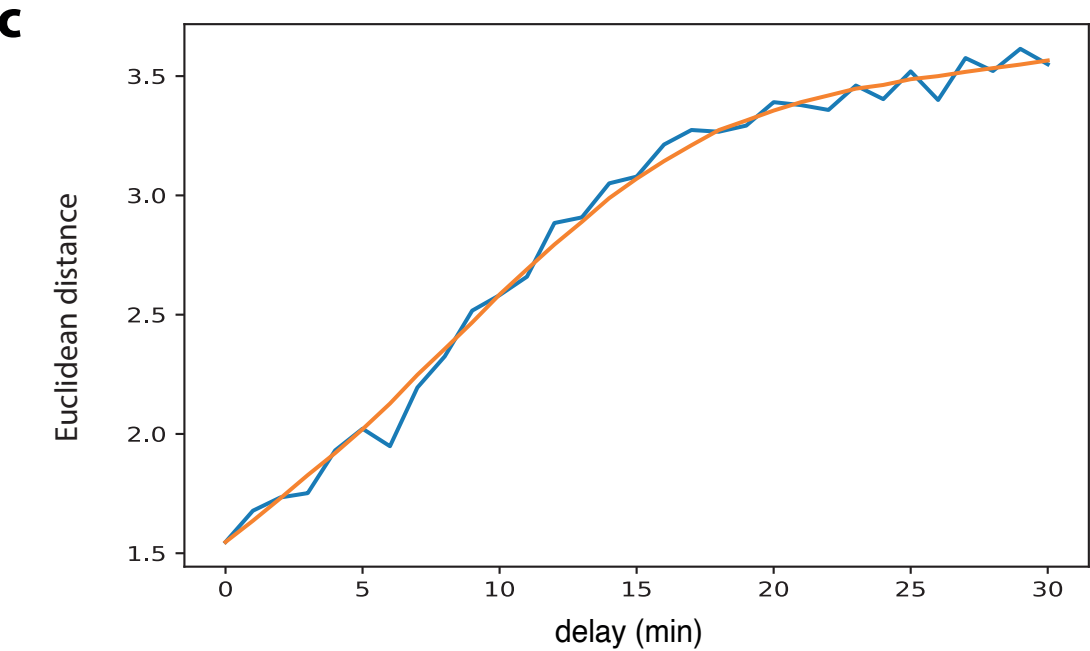

Fig S7

a

|                     |     |                                                     |     |
|---------------------|-----|-----------------------------------------------------|-----|
| <i>S.Cerevisiae</i> | 1   | -----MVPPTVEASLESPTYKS                              | 17  |
| <i>S.Pombe</i>      | 1   | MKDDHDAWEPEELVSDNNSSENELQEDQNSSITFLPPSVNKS--NPAKSN  | 48  |
|                     | 18  | YF-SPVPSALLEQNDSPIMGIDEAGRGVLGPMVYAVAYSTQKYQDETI    | 66  |
|                     | 49  | YYHSTVTDDI--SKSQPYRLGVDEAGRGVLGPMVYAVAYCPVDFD----   | 92  |
|                     | 67  | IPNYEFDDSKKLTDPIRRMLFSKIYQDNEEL-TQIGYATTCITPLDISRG  | 115 |
|                     | 93  | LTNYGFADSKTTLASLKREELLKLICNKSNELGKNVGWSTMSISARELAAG | 142 |
|                     | 116 | MSKFPPTRN-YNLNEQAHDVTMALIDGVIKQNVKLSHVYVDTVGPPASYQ  | 164 |
|                     | 143 | MLRY---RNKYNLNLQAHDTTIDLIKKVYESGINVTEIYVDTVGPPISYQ  | 189 |
|                     | 165 | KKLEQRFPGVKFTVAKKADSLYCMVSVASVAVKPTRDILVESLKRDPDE   | 213 |
|                     | 190 | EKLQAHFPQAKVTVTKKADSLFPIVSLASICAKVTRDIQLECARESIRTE  | 239 |
|                     | 214 | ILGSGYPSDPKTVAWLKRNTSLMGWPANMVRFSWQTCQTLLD--DASKN   | 261 |
|                     | 240 | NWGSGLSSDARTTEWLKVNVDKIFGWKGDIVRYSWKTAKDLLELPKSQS   | 289 |
|                     | 262 | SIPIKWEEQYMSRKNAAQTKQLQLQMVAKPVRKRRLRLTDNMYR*---    | 308 |
|                     | 290 | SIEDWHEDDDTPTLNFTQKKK-----PNPASR-----SWFGSEFY       | 325 |
|                     | 309 | --                                                  | 308 |
|                     | 326 | F*                                                  | 327 |

b

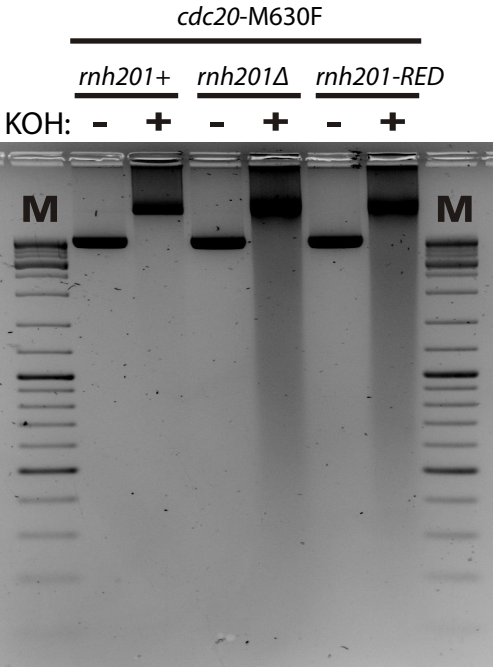

c

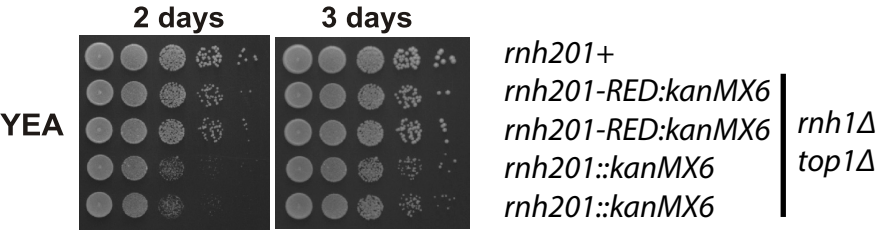

**Fig.S8**

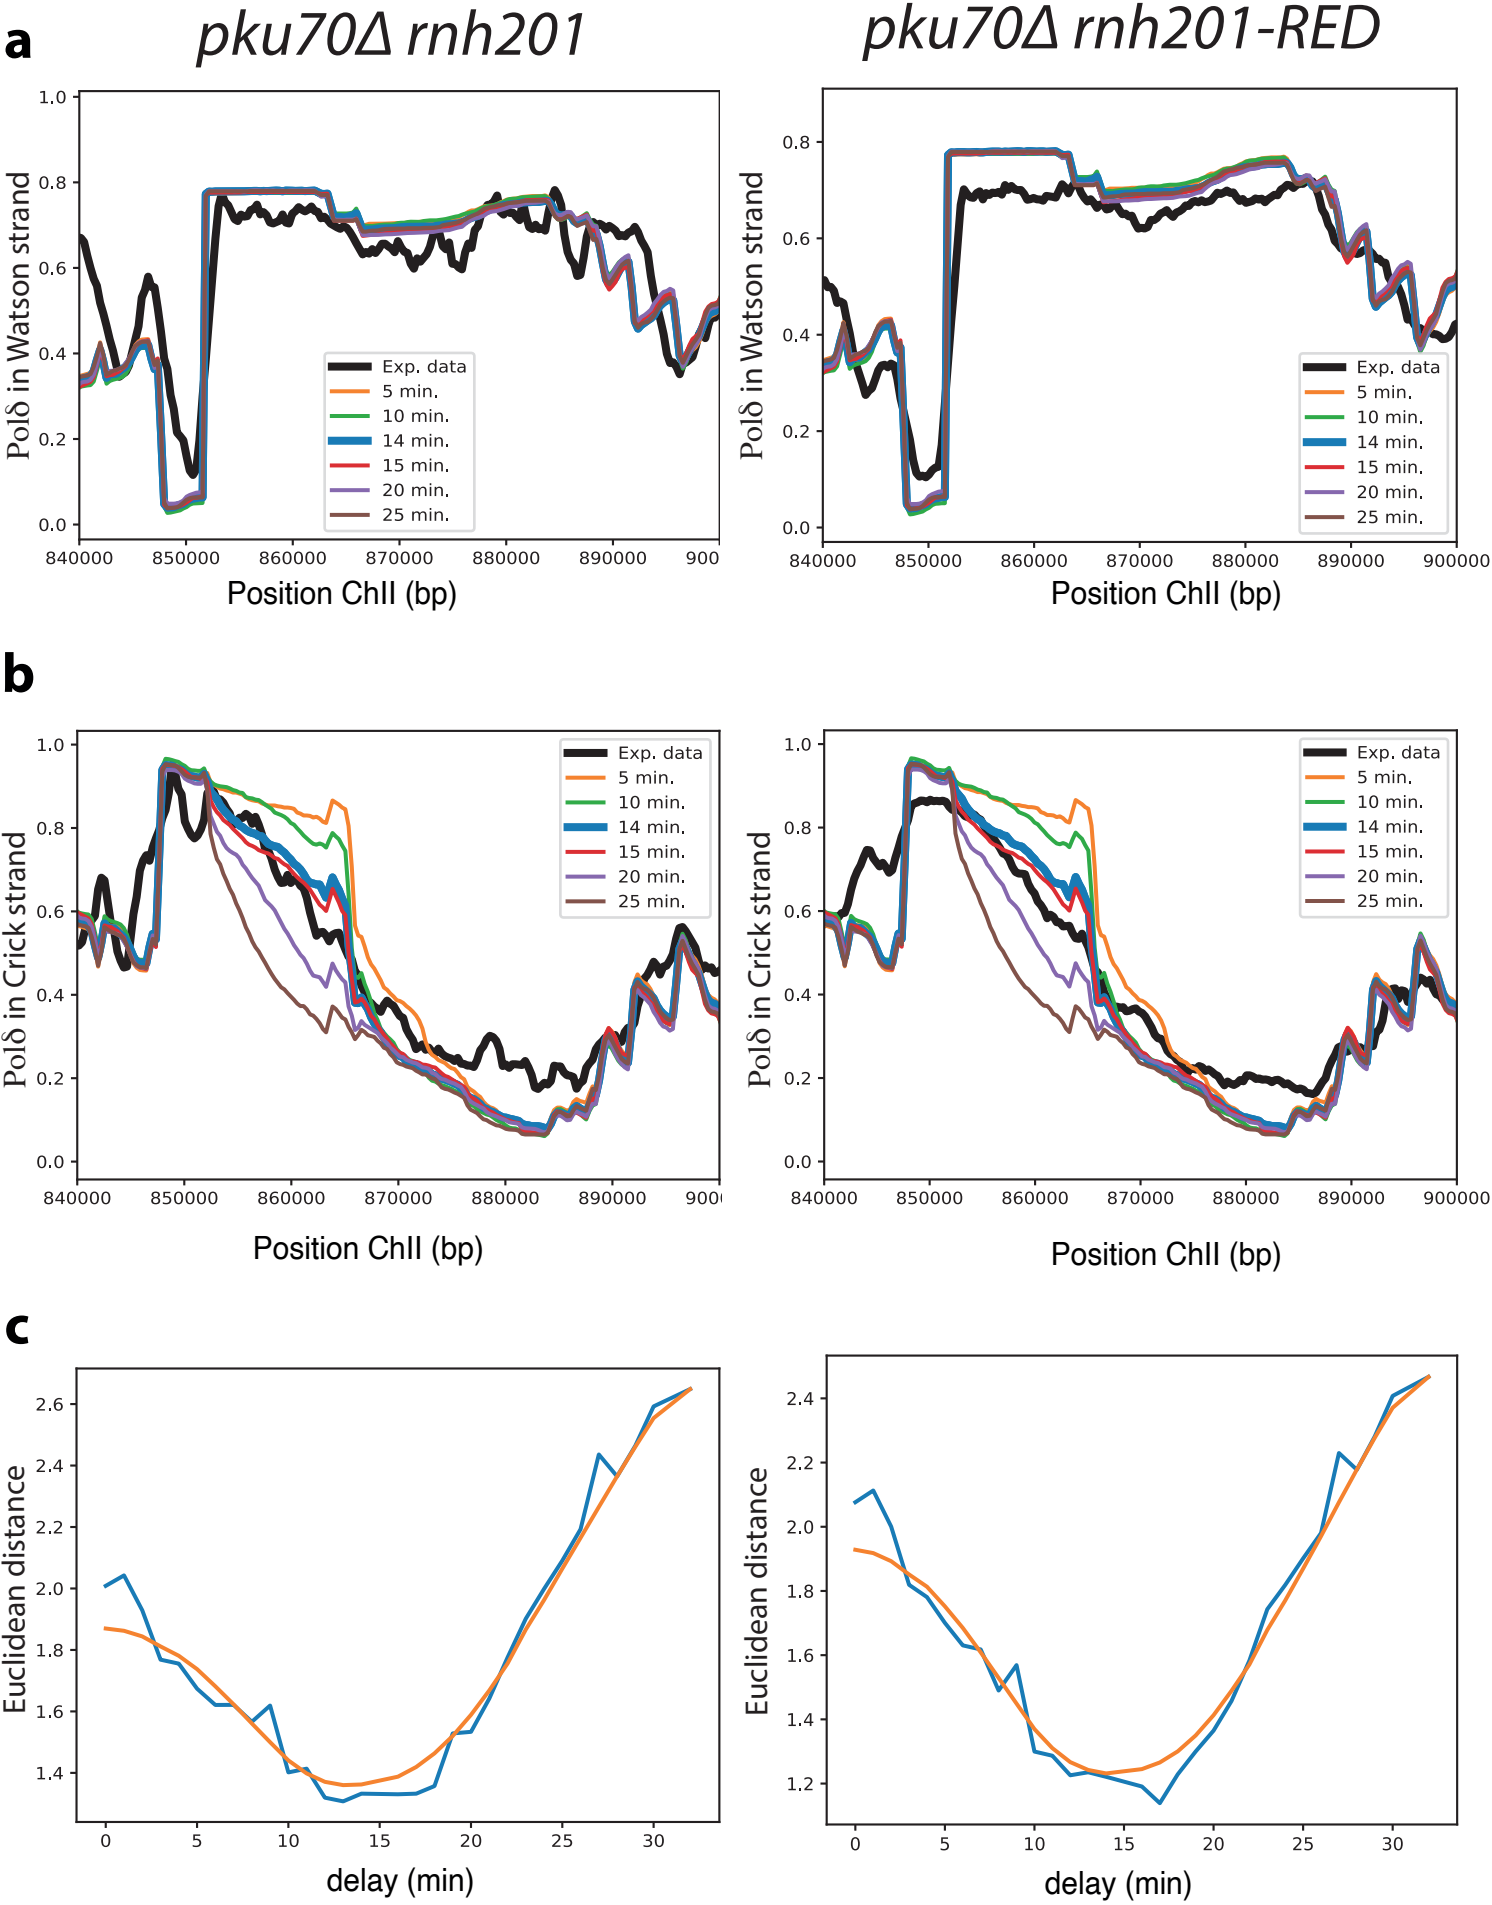

**Fig.S9**

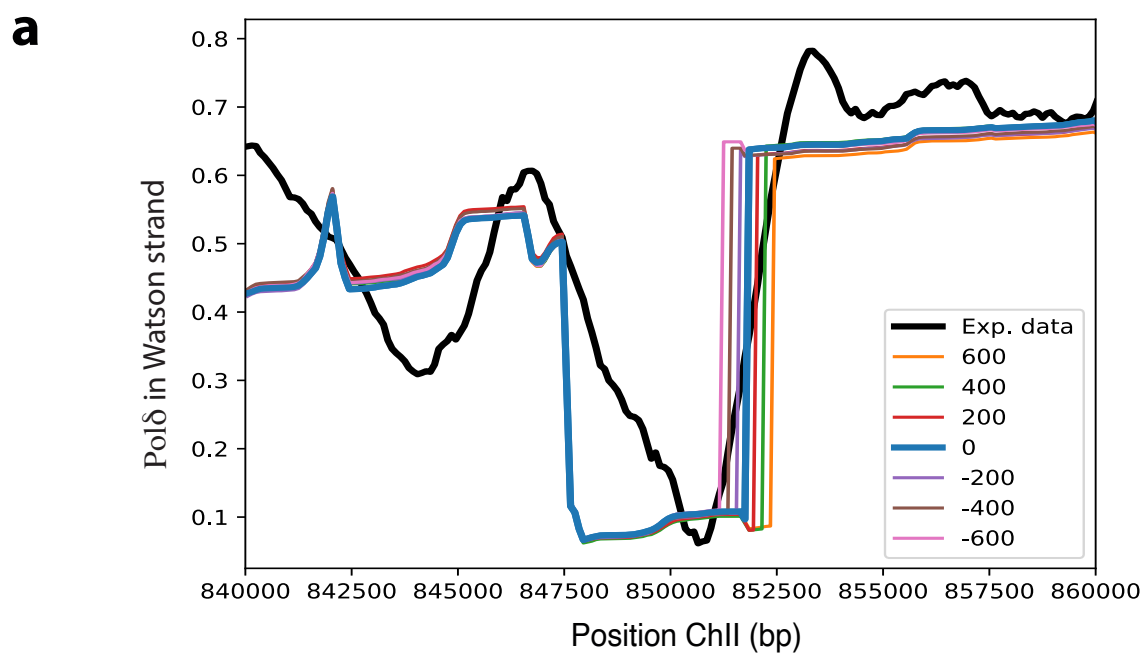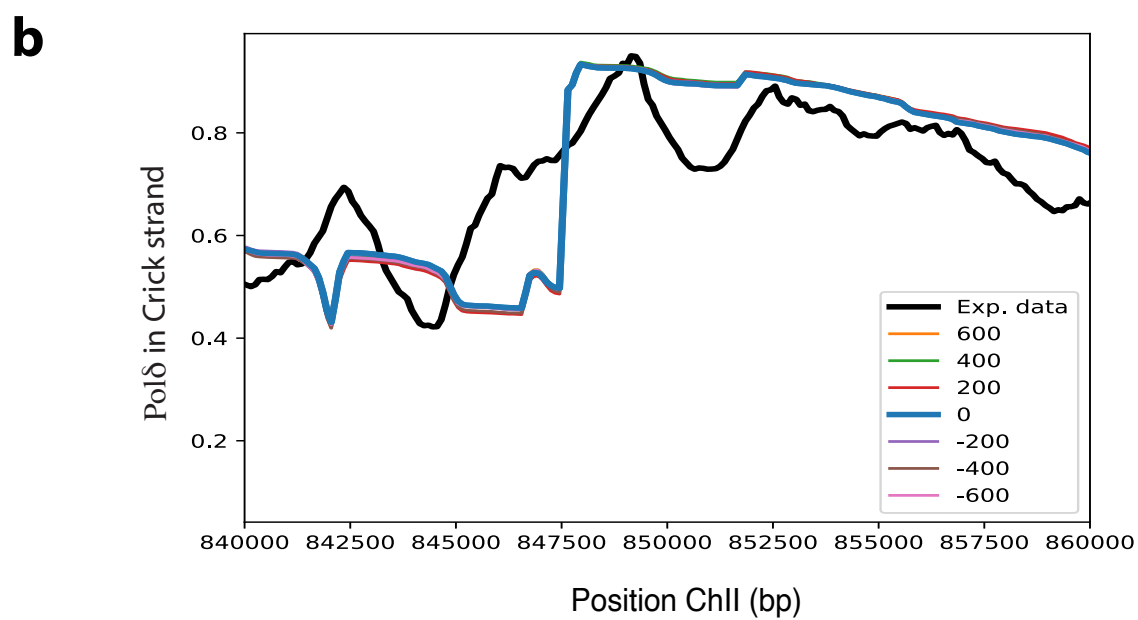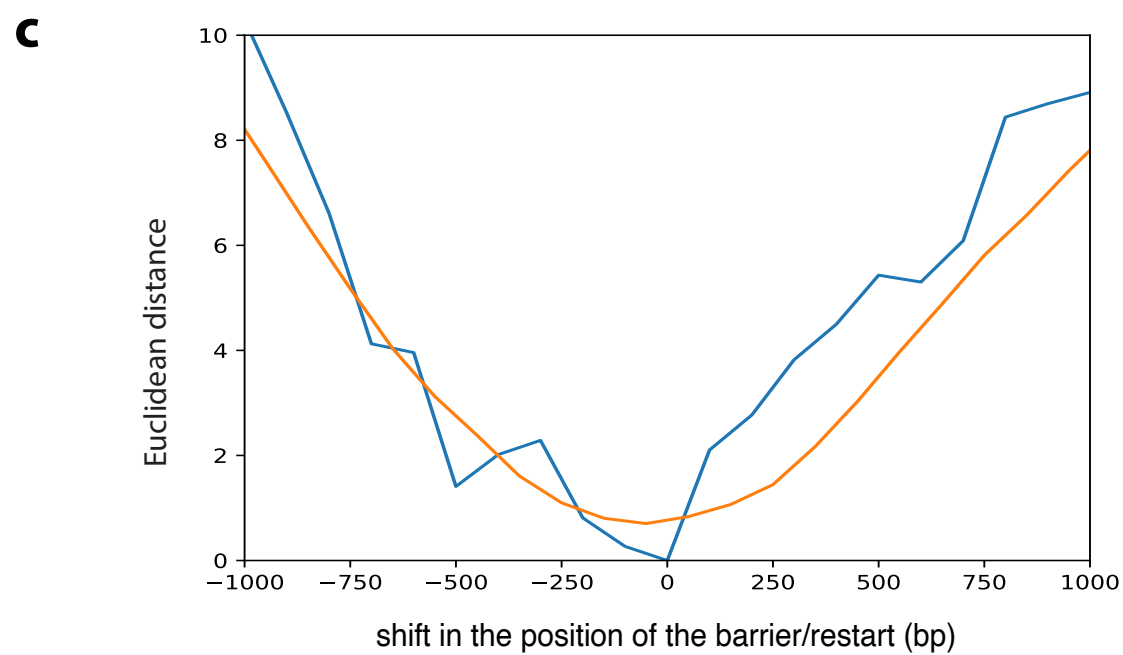

Supplementary Table 1. *S. pombe* strains

| Strain | Genotype                                                                                                                               | Mating type |
|--------|----------------------------------------------------------------------------------------------------------------------------------------|-------------|
| 503    | <i>ade6-704 leu1-32 ura4-d18</i>                                                                                                       | h+          |
| 995    | <i>cdc6-L591G ade6-704 leu1-32 ura4-d18</i>                                                                                            | h+          |
| 997    | <i>cdc20-M630F ade6-704 leu1-32 ura4-d18</i>                                                                                           | h+          |
| KA219  | <i>pol1-L850F ade6-704 leu1-32 ura4-d18</i>                                                                                            | h+          |
| KA217  | <i>nat:adh1-rtf1 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0 cdc2asM17 ade6-704 leu1-32 ura4-D18</i>                                | h-          |
| KA226  | <i>ChII-8535:Rura-10xrRFB rtf1::nat RTS1natural::Phleo smt0 cdc2asM17ade6-704 leu1-32 ura4-D18,</i>                                    | h-          |
| KA258  | <i>rpa3-GFP:kan ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan rtf1::nat smt0 rnh1::hyg cdc2asM17 ade6-704 leu1-32 ura4-D18</i> | h-          |
| KA259  | <i>rpa3-GFP:kan ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan nat:adh1-rtf1 rnh1::hyg cdc2asM17 ade6-704 leu1-32 ura4-D18</i>  | h-          |
| KA261  | <i>rpa3-GFP:kan ChII-8535:Rura-10xrRFB RTS1natural::Phleo rtf1::NAT cdc2asM17 ade6-704 leu1-32 ura4-D18</i>                            | h-          |
| KA262  | <i>rpa3-GFP:kan ChII-8535:Rura-10xrRFB RTS1natural::Phleo nat:adh1-rtf1 cdc2asM17 ade6-704 leu1-32 ura4-D18</i>                        | h-          |
| 1144   | <i>rtf1::nat ChI-3220:kan ade6-704 leu1-32 ura4-d18</i>                                                                                | h+          |
| 1145   | <i>rtf1::nat ChI-3220:kan ade6-704 leu1-32 ura4-d18</i>                                                                                | h+          |
| 1146   | <i>rtf1::nat ChI-4740:kan ade6-704 leu1-32 ura4-d18</i>                                                                                | h+          |
| KA2    | <i>rtf1::nat ChII-8535:kan ade6-704 leu1-32 ura4-d18</i>                                                                               | h+          |
| 1158   | <i>rtf1::nat ChI-3220:TuraR ade6-704 leu1-32 ura4-d18</i>                                                                              | h+          |
| 1162   | <i>rtf1::nat ChI-4740:TuraR ade6-704 leu1-32 ura4-d18</i>                                                                              | h+          |
| 1166   | <i>rtf1::nat ChI-5234:TuraR ade6-704 leu1-32 ura4-d18</i>                                                                              | h+          |
| KA7    | <i>rtf1::nat ChI-8535:TuraR ade6-704 leu1-32 ura4-d18</i>                                                                              | h+          |
| 1170   | <i>rtf1::nat ChI-3220:TuraR rnh201::kan ade6-704 leu1-32 ura4-d18</i>                                                                  | h+          |
| 1172   | <i>rtf1::nat ChI-4740:TuraR rnh201::kan ade6-704 leu1-32 ura4-d18</i>                                                                  | h+          |
| 1174   | <i>rtf1::nat ChI-5234:TuraR rnh201::kan ade6-704 leu1-32 ura4-d18</i>                                                                  | h+          |
| KA15   | <i>rtf1::nat ChI-8535:TuraR rnh201::kan ade6-704 leu1-32 ura4-d18</i>                                                                  | h+          |
| 1177   | <i>ChI-3220:TuraR rnh201::kan cdc6-L591G ade6-704 leu1-32 ura4-d18</i>                                                                 | h-          |
| 1179   | <i>ChI-3220:TuraR rnh201::kan cdc20-M630F ade6-704 leu1-32 ura4-d18</i>                                                                | h-          |
| 1185   | <i>ChI-5234:TuraR rnh201::kan cdc6-L591G ade6-704 leu1-32 ura4-d18</i>                                                                 | h-          |
| 1187   | <i>ChI-5234:TuraR rnh201::kan cdc20-M630F ade6-704 leu1-32 ura4-d18</i>                                                                | h-          |
| KA31   | <i>ChII-8535:TuraR rnh201::kan cdc6-L591G ade6-704 leu1-32 ura4-d18</i>                                                                | h-          |
| KA33   | <i>ChII-8535:TuraR rnh201::kan cdc20-M630F ade6-704 leu1-32 ura4-d18</i>                                                               | h-          |
| KA218  | <i>rtf1::nat ChII-8535:kan ura4 ade6-704 leu1-32 ura4-d18</i>                                                                          | h+          |
| KA233  | <i>rtf1::nat ChII-8535:kan second RTS barrier ade6-704 leu1-32 ura4-d18</i>                                                            | h+          |
| KA237  | <i>rtf1::nat ChII-8535:Rura second RTS barrier ade6-704 leu1-32 ura4-d18</i>                                                           | h+          |
| KA238  | <i>ChII-8535:Rura RTS1natural::Phleo loxP-rnh201-RED-kanR-loxM3 nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>                            | h-          |

|        |                                                                                                                                |    |
|--------|--------------------------------------------------------------------------------------------------------------------------------|----|
| KA156  | <i>ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201:kan nat:adh1-rtf1 ade6-704, leu1-32 ura4-D18</i>                           | h- |
| KA199  | <i>ChII-8535:Rura-10xrRFB cdc6-L591G RTS1natural::Phleo rnh201:kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>                 | h- |
| KA200  | <i>ChII-8535:Rura-10xrRFB cdc20-M630F RTS1natural::Phleo rnh201:kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>                | h- |
| KA241  | <i>ChII-8535:Rura second RTS barrier RTS1natural:Phleo rnh201-RED:kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>              | h- |
| KA256  | <i>cdc20-M630F ChII-8535:Rura second RTS barrier RTS1natural::Phleo rnh201-RED:kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i> | h- |
| KA260  | <i>cdc6-L591M ChII-8535:Rura second RTS barrier RTS1natural::Phleo rnh201-RED:kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>  | h- |
| 1048   | <i>rnh201::kan ade6-704 leu1-32 ura4-d18</i>                                                                                   | h+ |
| KA103  | <i>ChII-8535:tandemRTS1-ura4-10xrRFB rtf1::nat rnh201::kan ade6-704 leu1-32 ura4-D18</i>                                       | h+ |
| SAL445 | <i>RTS1natural::Phleo rtf1:nat smt0</i>                                                                                        | h- |
| KA107  | <i>ChII-8535:tandemRTS1-ura4-10xrRFB rtf1::nat rnh201::kan RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>               | h- |
| KA169  | <i>cdc6-L591G ChII-8535:tandemRTS1-ura4-10xrRFB rnh201:kan RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>               | h- |
| KA170  | <i>cdc20-M630F ChII-8535:tandemRTS1-ura4-10xrRFB rnh201::kan RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>             | h- |
| KA76   | <i>Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan rtf1::nat ade6-704 leu1-32 ura4d18</i>                | h- |
| KA77   | <i>Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan ade6-704 leu1-32 ura4d18</i>                          | h- |
| KA78   | <i>cdc6-L591G Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan rtf1::nat ade6-704 leu1-32 ura4d18</i>     | h- |
| KA79   | <i>cdc20-M630F Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan rtf1::nat ade6-704 leu1-32 ura4d18</i>    | h- |
| KA80   | <i>cdc6-L591G Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan ade6-704 leu1-32 ura4d18</i>               | h- |
| KA81   | <i>cdc20-M630F Ku70:leu2 ChII-8535:Rura-10xrRFB RTS1natural::Phleo smt0x rnh201::kan ade6-704 leu1-32 ura4d18</i>              | h- |
| KA156  | <i>ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan nat:adh1-rtf1 ade6-704 leu1-32 ura4-D18</i>                           | h- |
| BAY125 | <i>cdc6-L591G ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan rtf1::nat ade6-704 leu1-32 ura4-D18</i>                    | h- |
| BAY123 | <i>cdc20-M630F ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan rtf1::nat ade6-704 leu1-32 ura4-D18</i>                   | h- |
| BAY126 | <i>cdc6-L591G ChII-8535:Rura-10xrRFB RTS1natural::Phleo, rnh201::kan, ade6-704 leu1-32 ura4-D18</i>                            | h- |

|        |                                                                                                                                |    |
|--------|--------------------------------------------------------------------------------------------------------------------------------|----|
| BAY124 | <i>cdc20-M630F ChII-8535:Rura-10xrRFB RTS1natural::Phleo rnh201::kan ade6-704 leu1-32 ura4-D18</i>                             | h- |
| KA161  | <i>ChII-8535:Rura-10xrRFB rnh201-RED:kan ade6-704 leu1-32 ura4-D18</i>                                                         | h- |
| KA164  | <i>ChII-8535:Rura-10xrRFB rnh201-RED:kan RTS1natural::Phleo rtf1::nat ade6-704 leu1-32 ura4-D18</i>                            | h- |
| KA171  | <i>cdc6-L591G ChII-8535:Rura-10xrRFB rnh201-RED:kan RTS1natural::Phleo, smt0 ade6-704 leu1-32 ura4-D18</i>                     | h- |
| KA172  | <i>cdc6-L591G ChII-8535:Rura-10xrRFB rnh201-RED:kan RTS1natural::Phleo, rtf1::nat smt0 ade6-704 leu1-32 ura4-D18</i>           | h- |
| KA173  | <i>cdc20-M630F ChII-8535:Rura-10xrRFB rnh201-RED:kan RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>                     | h- |
| KA174  | <i>cdc20-M630F ChII-8535:Rura-10xrRFB rnh201-RED:kan RTS1natural::Phleo, rtf1::nat smt0 ade6-704 leu1-32 ura4-D18</i>          | h- |
| KA203  | <i>ChII-8535:Rura-10xrRFB pol1-L850F rnh201::kan RTS1natural::Phleo ade6-704 leu1-32 ura4-D18</i>                              | h- |
| KA204  | <i>ChII-8535:Rura-10xrRFB pol1-L850F rnh201-RED:kan RTS1natural::Phleo, ade6-704 leu1-32 ura4-D18</i>                          | h- |
| KA205  | <i>ChII-8535:Rura-10xrRFB pol1-L850F rnh201::kan rtf1::nat RTS1natural::Phleo ade6-704 leu1-32 ura4-D18</i>                    | h- |
| KA206  | <i>ChII-8535:Rura-10xrRFB pol1-L850F rnh201-RED:kan rtf1::nat RTS1natural::Phleo ade6-704 leu1-32 ura4-D18</i>                 | h- |
| KA215  | <i>ChII-8535:Rura-10xrRFB rnh201-RED:kan Ku70::hyg RTS1natural::Phleo smt0 rtf1::nat ade6-704 leu1-32 ura4-D18</i>             | h- |
| KA220  | <i>cdc6-L591G ChII-8535:Rura-10xrRFB rnh201-RED:kan Ku70::hyg RTS1natural::Phleo smt0 rtf1::nat ade6-704 leu1-32 ura4-D18</i>  | h- |
| KA221  | <i>cdc6-L591G ChII-8535:Rura-10xrRFB rnh201-RED:kan Ku70::hyg RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>            | h- |
| KA222  | <i>cdc20-M630F ChII-8535:Rura-10xrRFB rnh201-RED:kan Ku70::hyg RTS1natural::Phleo smt0 rtf1::nat ade6-704 leu1-32 ura4-D18</i> | h- |
| KA223  | <i>cdc20-M630F ChII-8535:Rura-10xrRFB rnh201-RED:kan Ku70::hyg RTS1natural::Phleo smt0 ade6-704 leu1-32 ura4-D18</i>           | h- |
| BAY4   | <i>ChI-3220:10xrRFB ade6-704 leu1-32 ura4-D18</i>                                                                              |    |
| BAY12  | <i>cdc6-L591G ChI-3220:10xrRFB rnh201:kan ade6-704 leu1-32 ura4-D18</i>                                                        | h- |
| BAY16  | <i>cdc20-M630F ChI-3220:10xrRFB rnh201:kan rtf1::nat ade6-704 leu1-32 ura4-D18</i>                                             | h- |
| KA39   | <i>rtf1::nat ChII-8535:kan-ura4 ade6-704 leu1-32 ura4-d18</i>                                                                  | h+ |
| KA56   | <i>rtf1::nat ChII-8535:kan-10xrRFB ade6-704 leu1-32 ura4-d18</i>                                                               | h+ |
| KA58   | <i>rtf1::nat ChII-8535:Rura-10xrRFB ade6-704 leu1-32 ura4-d18</i>                                                              | h+ |
| AW1480 | <i>rnh201::ura4 ura4D18 leu1-32</i>                                                                                            | h- |
| AW1563 | <i>rnh201-RED:kan ura4D18 leu1-32</i>                                                                                          | h- |
| AW1565 | <i>rnh201-RED:hyg ura4D18 leu1-32</i>                                                                                          | h- |
| AW1566 | <i>rnh201-RED:nat ura4D18 leu1-32</i>                                                                                          | h- |
| AW1466 | <i>cdc20M630F ade6-704 ura4D18 leu1-32</i>                                                                                     | h- |
| AW1405 | <i>cdc20M603F rnh201::kan ade6-704 leu1-32 ura4D18</i>                                                                         | h- |

|        |                                           |    |
|--------|-------------------------------------------|----|
| AW1232 | <i>rnh201-RED:kan cdc20-M630F</i>         | h- |
| AW278  |                                           | h- |
| AW1229 | <i>rnh201-RED:kan rnh1::nat top1::hyg</i> | h- |
| AW1230 | <i>rnh201-RED:kan rnh1::nat top1::hyg</i> | h+ |
| AW1198 | <i>rnh201::kan rnh1::nat top1::hyg</i>    | h+ |
| AW1199 | <i>rnh201::kan rnh1::nat top1::hyg</i>    | h+ |

Supplementary Table 2. Primers

| Name           | Sequence                                                                                                                                                                                  |
|----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| F37 qPCR -200  | ATGTGCTGTATGTTTTTTTCAGTGA                                                                                                                                                                 |
| R38 qPCR -200  | CGATCGTTGTTAATTGGATTGGT                                                                                                                                                                   |
| L5F qPCR +200  | AGGGCATTAAAGGCTTATTTACAGA                                                                                                                                                                 |
| L5R qPCR +200  | TCACGTTTAATTTCAAACATCCA                                                                                                                                                                   |
| F139 qPCR+ 400 | TCGTCGGCATCTCTGCACAT                                                                                                                                                                      |
| R140 qPCR +400 | CCTCAGCTCTAGCTGAATAGC                                                                                                                                                                     |
| A19 qPCR +4200 | GGTTGGGGTCGTTCTGAAAC                                                                                                                                                                      |
| A20 qPCR +4200 | ACTGACTATCACCACGCCAG                                                                                                                                                                      |
| 461            | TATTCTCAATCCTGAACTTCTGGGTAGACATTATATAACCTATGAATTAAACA<br>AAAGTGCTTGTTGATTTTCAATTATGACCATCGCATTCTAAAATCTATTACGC<br>CAAGCTTGCATGGC                                                          |
| 462            | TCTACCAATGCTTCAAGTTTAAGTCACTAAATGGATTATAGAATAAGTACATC<br>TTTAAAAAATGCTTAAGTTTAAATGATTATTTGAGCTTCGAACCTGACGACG<br>GCCAGTGAATTCGC                                                           |
| 463            | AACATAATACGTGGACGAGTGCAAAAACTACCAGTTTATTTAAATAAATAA<br>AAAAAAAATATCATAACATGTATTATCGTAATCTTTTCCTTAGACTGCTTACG<br>CCAAGCTTGCATGGC                                                           |
| 464            | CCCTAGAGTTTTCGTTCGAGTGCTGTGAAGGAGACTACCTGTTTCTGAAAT<br>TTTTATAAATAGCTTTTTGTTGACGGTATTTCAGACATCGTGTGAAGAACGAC<br>GGCCAGTGAATTCGC                                                           |
| 465            | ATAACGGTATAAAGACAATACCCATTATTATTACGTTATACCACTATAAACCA<br>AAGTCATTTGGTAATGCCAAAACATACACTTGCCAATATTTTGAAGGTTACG<br>CCAAGCTTGCATGGC                                                          |
| 466            | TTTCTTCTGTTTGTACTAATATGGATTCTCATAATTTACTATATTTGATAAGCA<br>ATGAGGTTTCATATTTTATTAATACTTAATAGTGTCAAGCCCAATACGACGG<br>CCAGTGAATTCGC                                                           |
| F3             | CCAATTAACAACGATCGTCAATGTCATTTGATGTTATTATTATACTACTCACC<br>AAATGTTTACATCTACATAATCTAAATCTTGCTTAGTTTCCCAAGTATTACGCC<br>AAGCTTGCATGGC                                                          |
| R4             | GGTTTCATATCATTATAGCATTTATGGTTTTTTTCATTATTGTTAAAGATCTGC<br>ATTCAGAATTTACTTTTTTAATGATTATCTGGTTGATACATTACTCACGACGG<br>CCAGTGAATTCGC                                                          |
| F229           | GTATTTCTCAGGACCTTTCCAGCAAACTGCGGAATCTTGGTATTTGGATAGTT<br>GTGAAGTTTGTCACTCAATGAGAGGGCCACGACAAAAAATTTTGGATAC<br>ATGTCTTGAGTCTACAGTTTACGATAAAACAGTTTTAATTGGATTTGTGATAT<br>TGACGAAACTTTTTGAC  |
| R230           | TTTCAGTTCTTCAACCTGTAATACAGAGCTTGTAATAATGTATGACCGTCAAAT<br>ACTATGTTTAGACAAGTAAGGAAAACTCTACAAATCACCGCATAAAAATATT<br>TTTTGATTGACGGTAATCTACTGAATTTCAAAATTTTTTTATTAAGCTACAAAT<br>CCCACTGGCTATA |
| F241           | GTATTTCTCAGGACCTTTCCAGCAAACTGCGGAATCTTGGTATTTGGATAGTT<br>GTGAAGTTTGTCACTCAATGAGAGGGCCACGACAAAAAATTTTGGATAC<br>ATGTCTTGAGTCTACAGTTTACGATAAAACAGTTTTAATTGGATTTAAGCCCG<br>TCTAATGAGAATTAGG   |
| R242           | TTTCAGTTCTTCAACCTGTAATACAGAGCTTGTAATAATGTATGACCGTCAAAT<br>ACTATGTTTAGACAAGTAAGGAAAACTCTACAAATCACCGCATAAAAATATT                                                                            |

|     |                                                                            |
|-----|----------------------------------------------------------------------------|
|     | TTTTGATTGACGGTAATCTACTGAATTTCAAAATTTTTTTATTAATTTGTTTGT<br>AAGGAATTGGTAGTGG |
| 264 | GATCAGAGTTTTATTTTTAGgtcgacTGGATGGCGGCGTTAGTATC                             |
| 265 | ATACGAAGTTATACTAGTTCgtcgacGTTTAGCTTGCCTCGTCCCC                             |
|     | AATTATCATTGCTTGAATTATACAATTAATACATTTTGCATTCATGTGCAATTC                     |
| F29 | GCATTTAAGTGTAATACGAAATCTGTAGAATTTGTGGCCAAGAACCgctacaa<br>atcccactggcta     |
|     | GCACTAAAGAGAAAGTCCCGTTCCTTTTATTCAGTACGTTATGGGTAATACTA                      |
| R30 | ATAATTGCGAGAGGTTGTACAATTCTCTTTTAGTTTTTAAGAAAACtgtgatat<br>tgacgaaacttt     |
|     | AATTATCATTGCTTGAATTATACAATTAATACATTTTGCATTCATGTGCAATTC                     |
| F41 | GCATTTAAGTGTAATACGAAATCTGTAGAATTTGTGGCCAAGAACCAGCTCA<br>TGATAATCTATTAA     |
|     | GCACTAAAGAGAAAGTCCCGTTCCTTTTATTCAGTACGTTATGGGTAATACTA                      |
| R42 | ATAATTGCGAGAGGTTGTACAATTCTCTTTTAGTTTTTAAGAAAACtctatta<br>GTCAGCACAGTATA    |

# Supplementary material for: Replication dynamics of recombination-dependent replication forks
**Source:** Nat Commun. 2021 Feb 10;12:923. doi: 10.1038/s41467-021-21198-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used in data collection

Data analysis Bowtie2 (<https://github.com/BenLangmead/bowtie2>) was used for mapping sequence reads. Perl code (<https://github.com/yasukasu/sam-to-bincount>) was used to generate counts from the aligned data (version 5.30.0) and R code (<https://github.com/yasukasu/Pu-seq.R>) was used for Pu-seq data analysis (version 3.6.3). Python Monte Carlo modeling code ([https://github.com/ecam85/fork\\_barrier](https://github.com/ecam85/fork_barrier)) was used to extrapolate replication dynamics (version 2.7).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during the current study are available in the NCBI GEO repository under accession number GSE153731.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Following usual practice, a minimum of 3 biological repeats for ChIP experiments. For Pu-seq experiments our experience shows that, unless technically comprised, experiments are always reproducible. Based on the expense of the experiments we therefore chose to reproduce the experiments twice. |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                  |
| Replication     | All presented experiments for Pu-seq analysis were run twice with independent isolates. No experiments were excluded and all technically completed experiments (occasionally library preparation failed and so no data was generated) were successful and consistent with the presented data.         |
| Randomization   | No experiments reported are subject to requirements to ensure a homogeneous population and thus we did not randomize.                                                                                                                                                                                 |
| Blinding        | No experiments reported were subject to observer bias and thus we did not blind experiments.                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | S9.6 antibody (Sigma-Aldrich, cat.no. MABE1095). GFP polyclonal antibody (Invitrogen, cat.no. A-11122)                                                                        |
| Validation      | The S9.6 antibody has been well characterized for use in fission yeast (PMID: 29289567). We have previously characterized the GFP antibody in fission yeast (PMID: 24806966). |

# Supplementary material for: Replication dynamics of recombination-dependent replication forks
**Source:** Nat Commun. 2021 Feb 10;12:923. doi: 10.1038/s41467-021-21198-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Information

Description of Additional Supplementary Information

Title: Supplementary Data 1.

Description: The ChIP data

How the deposited data were processed for this re-analysis (not part of the article)

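The Pu-seq data comprise 36 libraries of genomic DNA from fission yeast strains with a mutant Pol δ, Pol ε or Pol α, in 72 files with 1 file per strand. The authors digested the DNA with alkali, aligned the reads with Bowtie2 and used a Perl script to turn the alignments into counts per 300-bp bin, and the deposited values are those counts without normalization. The bins run on genomes that carry each construct, except those of the array on chromosome 1, whose chromosome lengths are those of the unmodified reference. The chromosome lengths in the files were checked against ASM294v3 with the inserted and deleted bases added, and the insertion sites were found by matching the arms of the authors' primers to that reference. The added bases at each site were estimated by comparing count profiles between strains with and without the construct. Sample conditions follow the sample labels and the paper's strain table. Where they disagree, the titles were followed, for the inverted *RTS1* pair against the strain table and for the *tel2* site together with the paper's figure. For the *rnh201-d* barrier-off pair, whose label names no rRFB, the strain table was followed, which lists the array.

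The libraries form 16 pairs of Pol δ and Pol ε and 4 single Pol α libraries. The depth ranged from 3304406 to 84420592 counts with a median of 13633601. Forward files were taken as the Watson strand, since Pol ε usage right of *RTS1* was 95.8% on them in the barrier-off *rnh201-d* pair. Counts were divided by the library total, summed over the bins of a window and turned into a share of Pol δ or Pol ε. Windows at the ChrII locus left out 600 bp beside each insertion and ran from 848806 to 851205 (left of *RTS1*), from 852407 to 861857 (between *RTS1* and the rRFB) and from 863057 to 875559 (beyond the rRFB). Shares have 95% Wilson intervals, and differences, ratios and positions have intervals from 1000 Poisson resamples of the counts. These describe the precision that the depth gives, not the spread between cultures. Values at the locus were ranked among equal windows across the genome, of 9400 bp for Pol δ and Pol ε and 9451 bp for Pol α, the latter with at least 10 counts in both libraries. Windows between 840000 and 900000 on chromosome 2 were left out of these ranks, as were windows within 60000 bp of the insertion when the 4 insertion sites or the array on chromosome 1 were ranked.

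Termination was placed where Pol ε usage on the Crick strand, smoothed over 11 bins, passed 50%, and shifts were set beside those of other termination zones matched within 15000 bp, found with the same smoothing, scaling and threshold. The polymerase switch was placed at the midpoint of Pol δ usage on the Watson strand, smoothed over 3 bins. For tests across the genome, counts were summed in 3000-bp windows per strand, and windows with at least 10 counts in every library were kept. Tests used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood F-test and Benjamini-Hochberg adjustment at 0.05. The 16 libraries of the *RTS1-rRFB* locus in 4 backgrounds were modelled with polymerase, *rnh201* allele, *pku70*, barrier and the interactions of polymerase with each. The 4 Pol α libraries were modelled with allele and barrier. The tests of barrier activity were checked on simulated counts with 200 windows changed 4-fold, where 8 false calls were made with the 16 libraries and 10 with the 4 Pol α libraries. The tests of allele and *pku70* were not checked in this way. Named sites are those the paper names, with their neighbouring genes, and for each test at most the 5 windows outside the ChrII locus with the lowest adjusted p. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

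Alternatives changed the scaling (median bin), the averaging (mean of single bins), the bins (without those over 4 times or under 0.25 of the median), the sequence left out beside insertions (1500 bp), the reference for barrier efficiency and for Pol α, the smoothing and thresholds of positions, the test (DESeq2 1.42.0, no TMM, 900-bp windows, no covariates, no count filter) and the libraries (leave-one-out). The Monte Carlo model of replication, the chromatin immunoprecipitation and the genetic tests of *rnh201-RED* were not analysed here. The tandem construct without *rtf1* was not analysed here, because no library was mapped to it. No library was left out of the values reported.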

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

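All tests in this part were chosen only after the result was seen, except those of shared strand bias, of low counts and of the library group among the windows that differ by allele, and of *pku70* among the libraries labelled *rnh201-d* *pku70-d*.

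Termination moved in opposite directions in *pku70-d* with the barrier on and off. The shift was -1678 bp with the label in *rnh201-d* and -751 bp in *rnh201-RED* with the barrier on, and 2026 and 4023 bp with it off. Of the other termination zones, 8.22% and 23.5% moved as far with the barrier on, and 8.88% and 2.75% with it off, so only the barrier-off shift in *rnh201-RED* lies outside the spread. This depends on the settings. Smoothed over 5 bins that shift was 958 bp, which 28.1% of zones reached, and with a threshold of 40% 30.8% did. The barrier-off shift with the label in *rnh201-d* was 244 bp with median-bin scaling and 343 bp with a threshold of 60%. Of the zones, 79.2% and 69.2% reached these. With a threshold of 60% the barrier-on shifts were reached by 2.30% and 3.15%, and with 40% by 0.312% and 4.23%. With 5 bins they were reached by 0.811% and 47.8%. The difference of the mean shifts was -4240 bp, and 6.38% of 329 other termination zones differed by as much. In *rnh201-RED* alone it was -4775 bp, and 7.29% did. Under the alternatives for smoothing, scaling and threshold, from 5.97 to 8.07% of zones reached the difference of the means. With 21 bins it was -4232 bp and with a threshold of 60% -3674 bp, both beyond the zones' 2.5th percentiles of -2176 and -2968 bp. With the label in *rnh201-d* alone, 4.84%, 4.15% and 4.85% of zones reached it with 5 bins, 21 bins and a threshold of 40%, and in *rnh201-RED* alone 32.4% did with 5 bins. Whether the opposite directions exceed the spread of termination positions between libraries thus depends on the settings. Depth could add to that spread and was not tested for it. The barrier-off shift in *rnh201-RED* is measured from the *pku70*+ barrier-off pair, whose Crick Pol ε usage was raised. Termination is placed by that usage, so this shift does not separate *pku70* from the state of that pair. The biological explanation, a slower restart without Pku70, would move termination with the barrier on and gives no reason for a shift with it off.

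Outside the ChrII locus, 143 windows differed between *rnh201-d* and *rnh201-RED* at an adjusted p below 0.05. Of the 144 windows in all, 29.9% lay above the upper quartile of the allele difference in strand bias shared by both libraries of a pair, and 17.4% lay below the lower quartile of counts, so neither holds most of them. Left out of the model, the *rnh201-d* adh-*rtf1*+ pair lay nearer the *rnh201-d* mean in 2 of the 143. For the 77 on chromosome 1, all 8 pairs outside the model were compared. The share nearer the *rnh201-d* mean, beside that in the other windows of the chromosome, was 84.4% against 66.2% in the tandem, 54.5% against 43.9% in the 10xrRFB pair, 31.2% against 38.7% at *tel2*, 22.1% against 34.4% at *spo9*, 16.9% against 41.7% at *mek1*, 11.7% against 37.2% at *mns1* and 1.3% against 27.6% in adh-*rtf1*+, all of them *rnh201-d*. In the *rnh201-RED* inverted pair it was 13.0% against 35.0%. Of the 7 *rnh201-d* pairs, 5 thus lay on the *rnh201-RED* side more often than in other windows, so a grouping of libraries that coincides with the allele in the 8 pairs is a candidate explanation that remains. Leaving out the *rnh201-RED* *pku70*+ barrier-off pair gave 1112 windows, so that pair is not the source. Among the 35 splits of the 8 pairs into 4 and 4, without covariates, 1 gave as many windows, the split by allele itself. Since the allele and such a grouping coincide in these 8 pairs, that count does not separate them.

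On chromosome 1 from 2932801 to 2942200, over *cao1* and *cbm1*, Pol δ usage over both strands was 21.9 points higher with the barrier on in *rnh201-RED* *pku70-d*, against 0.742, 3.62 and 1.63 points in the other 3 backgrounds. Pol δ counts with the barrier on were 2.43 times those with it off on the Watson strand and 2.91 times on the Crick strand, and in the 7 kb from 2932001 they were 2.61 and 4.14 times. Over both strands the ratio was at or above 2.97 in 8 consecutive bins of 1 kb from 2931801 to 2939800, with 1.02 at 2927801 to its left and 1.04 at 2940801 to its right. Extra copies of the stretch in the strain of that Pol δ library are a candidate explanation, and the unequal factors on the strands do not exclude it. The lower of both Pol ε ratios was 0.958 over the stretch and 1.12 in the 7 kb from 2932001, so Pol ε counts hardly changed, whereas restarted replication would lower them. No biological explanation other than restarted replication was tested.

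Counts over *pku70* in the 4 libraries labelled *rnh201-d* *pku70-d* were at 0.919 of the flanking level or above. The difference between *pku70* labels correlated between the alleles over windows of the genome at -0.413 with the barrier off and 0.43 with it on. Strains that kept *pku70* would give no correlation, and so would a deletion that changes nothing outside the locus, so the test leaves open whether these strains may have kept the gene or carry an insertion in it. In the barrier-off Pol α library labelled *rnh201-d* *pku70*+, the counts were at 0.00205 of the flanking level, which leaves a strain without *pku70* as a reading of the label. That reading was not tested further. Both apply to every direction drawn here from those libraries.

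The Pol α window over *rtf1* rose by 1.81 on the log2 scale with the barrier on. The barrier-off strains lack *rtf1*, so the design accounts for it, and no technical explanation was weighed.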

How the results depend on the processing

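Alternatives for each result were set before the data were examined, apart from leaving out bins high or low in the sum of both libraries, smoothing shares of single bins, and 5-kb windows or the central 99% for the reach, which were chosen after seeing the data. No paired analysis was possible because the libraries carry no replicate numbers. Barrier on and off were instead compared within each background. The cause of each change was not tested.

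Above the Crick background, barrier efficiency was 84.86% over the 4 backgrounds, 93.29% in adh-*rtf1*+ and 90.6% in the tandem. With median-bin scaling it was 87.63% in adh-*rtf1*+ and 85.32% in the tandem, relative to the window left of *RTS1* 85.04% and 82.79%, and as mean of single bins 84.9% in adh-*rtf1*+. Without high or low bins it could not be computed for the *rnh201-d* pairs. Pol ε along the restarted region changed sign without high or low bins, to 1.366 points. Between the inverted copies, Pol ε usage on the Watson and Crick strands was 15.61% and 9.641% with median-bin scaling, 15.56% and 11.99% without high or low bins, and 85.18% and 90.77% with the polymerase by strain genotype. The mean of single bins gave 8.787% on the Crick strand. Fork direction at the ChrI rRFB was -12.84 points without high or low bins and -13.54 without bins high or low in the sum. The Pol α log2 change was -1.434 relative to the window left of *RTS1* and -0.791 as Crick share.

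For termination in *pku70-d*, smoothing over 5 bins gave -2025 bp with the barrier on and 1601 bp with it off, a threshold of 40% gave -2594 and 1397 bp, and 60% gave -2135 and 1539 bp. For adh-*rtf1*+, 60% gave 1774 bp, the opposite direction. For the tandem, smoothing over 5 bins gave -4092 bp and 40% gave -4107 bp, which 0% and 0.316% of other termination zones reached, against 10.3% for -1459 bp with the settings used. Zones on chromosome 2 right of the insertion were not corrected for the longer construct of the tandem. These shares thus do not settle whether its shift exceeds the spread. The mean shift of the switch was 182 bp with 5 bins, -9 bp with no smoothing and 39 bp with a threshold of 50%. The likeness of the alleles was r = 0.903 with no smoothing, 0.969 over 11 bins and 0.932 without high or low bins.

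In 900-bp windows, 55 windows changed with the barrier, 4 with the allele and 20 for Pol α. With DESeq2, 729 changed with the allele and 28 with *pku70*. Without covariates, 84 changed with the allele, and with no TMM, 39 for Pol α, of which 13 lay at the ChrII locus and 26 outside it. The filter on counts removed no window and so cannot move a count.

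Leave-one-out fits gave from 17 to 23 windows for the barrier, from 19 to 1112 for the allele, from 0 to 472 for *pku70* (0 with all libraries, 487 at an unadjusted p below 0.05) and from 0 to 430 for its interaction with the barrier (0 with all libraries, 101 unadjusted). The 472 came without the *rnh201-RED* *pku70*+ barrier-off pair and the 430 without the *rnh201-d* *pku70*+ barrier-off pair. For Pol α it was not run, since it leaves an arm with 1 library. Over the backgrounds, leave-one-out means ran from 70.83 to 73.9% for barrier efficiency, from 23.55 to 28.86 points for Pol δ usage, from -2.288 to -0.8609 points for Pol ε along the region, from 24.88 to 25.9% inside *ura4*+ and from -10700 to -9032 bp for termination.

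For single pairs and sites, 52 results had 237 recomputed values, of which 75 moved by more than the spread, 37 to higher and 38 to lower values. Beside the shift in adh-*rtf1*+ given above, which is not among these, 8 changed sign, among Pol ε along the restarted region (2.828, 2.702, 3.098, 2.278 and -0.541 points) and shifts of the switch (-53, -71 and -58 bp).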

Differences from the paper's values

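No percent of forks switched or arrested that the paper states differed by more than the set limits. The paper gives low Pol ε usage on both strands over more than 30 kb, whereas the inverted copies lie at 851806 and 876159 here, and the values cover 23153 bp between them. For the strains with endogenous *rtf1*+, the paper gives 70% and the value here was 70.9%. In adh-*rtf1*+, the paper gives 90% as its model's estimate of barrier efficiency, which is not the same measure as the loss of Watson Pol ε usage. The value here was 86.2%, with 87.6% under median-bin scaling and 93.3% above the Crick background. It was 84.9% as mean of single bins and 85.04% relative to the window left of *RTS1*. At the first *RTS1* of the tandem, the paper gives 70% and the value here was 68.6%, with 71.3% under median-bin scaling. The paper's delays in minutes, like its 90%, come from a model that was not run here.

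The paper states that the *rnh201* alleles do not differ across the genome, whereas 144 windows of 3000 bp did by edgeR, 729 by DESeq2 and 4 in windows of 900 bp. None of the alternatives set before the data were examined gave 0 windows. The windows are not tied to the allele in pairs outside the test. The *rnh201-d* adh-*rtf1*+ pair was nearer the *rnh201-d* mean in 2 of 143, whereas the *rnh201-d* tandem was in 65 of 77 on chromosome 1. A grouping of libraries that coincides with the allele remains a candidate, so these counts do not settle the paper's statement. The paper states that *rnh201-RED* made no difference to the traces after arrest, whereas 1 window of the locus differed, and the loss of Pol ε usage was higher in *rnh201-RED* under either *pku70* label. By DESeq2, 8 locus windows differed, with no TMM 2, and without the *rnh201-RED* *pku70*+ barrier-off pair 12. In windows of 900 bp, without covariates and in the other 7 leave-one-out fits, 0 did.

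In its section on *pku70*, the paper names the Crick strand for the switch of polymerases, whereas its other descriptions and the values here place it on the Watson strand.

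The paper states that the delays without Pku70 are visible in both *rnh201* backgrounds. The termination shifts here had that direction in both, but 23.5% of other termination zones moved as far in *rnh201-RED* and 8.22% in *rnh201-d*. Under a threshold of 60% it was 3.15% and 2.30%, and under 40% 4.23% and 0.312%. Over 5 bins it was 47.8% and 0.811%, and over 21 bins 8.78% and 2.19%. With median-bin scaling it was 27.2% and 8.45%.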

Other observations

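Tests of gene orientation were chosen before the result was seen, and all other tests in this part only after it.

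In the *rnh201-d* pairs of the *RTS1-rRFB* locus, both libraries of a pair shared a strand bias across the genome. The paper does not report it. It followed base composition, with a correlation with G+T skew of -0.9 or stronger in the 4 sets with the largest bias. Before G+T skew was held constant, the correlation with gene orientation ran from -0.447 to -0.462 in these 4 sets, labelled *rnh201-d* with *pku70*+ or *pku70-d*, and at constant skew it was -0.167 at most in size. In the tandem set it went from -0.481 to -0.217, so orientation is not excluded as a lesser source there. The *rnh201-d* adh-*rtf1*+ set had a spread of 0.43, as small as *rnh201-RED* sets, so the allele does not account for it, and counting noise gives a spread of 0.0689 at most. Base composition of the strands, for example through library preparation, may be the source. No batch is given for these libraries.

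Pol ε usage on the Crick strand was raised in the *rnh201-RED* *pku70*+ barrier-off pair. Depth of the Pol ε library alone does not account for it. The smallest Pol ε library, with 3304406 counts, is in the barrier-on pair of that background, which does not show it. The affected pair had the lowest total of the 8 pairs, 15050313 counts, and the smallest Pol δ library, with 6248341. A part of depth in Pol δ is thus left open. The Pol ε library of the affected pair had the lowest strand contrast of the 8 in these pairs, with a spread of strand bias of 0.989. This restates the raised usage for the whole genome and does not explain it. The cause was not tested.

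Counts over *rtf1* in the *rnh201-d* *pku70*+ barrier-off Pol δ library were 36.8% of those in the barrier-on library. If cells with *rtf1* had been mixed in, Watson Pol δ counts between the barriers would rise alike, but they were 7.21% of the barrier-on level. A mixture of that size is therefore unlikely, and the source of the counts remains open.

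Pol ε usage left of *RTS1* fell further with the barrier on in both *pku70-d* pairs. The mean difference was 4.43 points, and 158 of 513 equal windows differed as far. In *rnh201-RED* alone it was 4.30 points, and 194 did, so differences between libraries across the genome may account for the comparison of labels. The loss itself was 5.66 points in *rnh201-RED* *pku70-d*, the only background whose counts show the loss of *pku70*, and 0 of 513 windows lost as much, against a loss of 1.36 points in *rnh201-RED* *pku70*+. Among other *pku70*+ strains, adh-*rtf1*+ lost 7.23 points and the tandem 5 points, which 4 and 7 of 513 windows reached. A loss near this size was thus also seen with *pku70*+, and whether it comes from restart further upstream without Pku70 is left open.

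Of the 35 splits of the 8 pairs into 4 and 4, without covariates, 2 gave as many windows as the split by barrier activity, the other being the split by allele. Counting only windows at the ChrII locus, 1 did, the split by barrier activity itself. For *pku70*, 35 of the 35 splits gave as many windows, since the real split gave 0 in that model, with 60 at an unadjusted p below 0.05.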
